# High-Fiber Diet Supplemented with N-Carbamylglutamate Modulates Uterine Microbiota, Metabolites, and Transcriptome to Improve Reproductive Efficiency in Sows

**DOI:** 10.3390/antiox15050542

**Published:** 2026-04-24

**Authors:** Yaxu Liang, Hongyang Wang, Zhibo Wang, Yingying Zhang, Weilong Tu, Jieke Zhou, Yuduan Diao, Huijie Pei, Ji Huang, Xiang Zhou, Yongsong Tan

**Keywords:** high-fiber diet, N-carbamylglutamate, multi-omics analysis, antioxidant, reproductive performance

## Abstract

Uterine microbiome homeostasis and antioxidant capacity are critical for sow fertility. While high-fiber diets and N-carbamylglutamate (NCG) individually enhance sow fertility, their synergistic effects on the antioxidant status, microbiota, metabolites, and transcriptome remain unclear. Here, sows were assigned to the low-fiber (3.73%) or high-fiber (7.46% crude fiber) group, each without or with 0.05% NCG, throughout the 114-day gestation. Sex hormones and antioxidants in serum were detected. Multi-omics approaches were employed to investigate the impact of a high-fiber diet supplemented with NCG (H + N) on uterine microbiota, metabolites, and gene expression profiles. The study revealed that H + N significantly increased total antioxidant capacity (T-AOC) level in serum. Metagenomic analysis revealed an increased abundance of *Clostridium disporicum* in the uterine microbiota. Plasma metabolomics identified hydroxylysine as a key metabolite mediating this effect, and this metabolite was positively correlated with elevated abundance of *Clostridium disporicum*. Subsequent transcriptomic profiling revealed activation of the PI3K-Akt signaling pathway, closely linked to improved T-AOC level. Overall, these findings demonstrated that H + N could modulate the uterine microbiota (specifically *Clostridium disporicum*), increase hydroxylysine production, and activate the PI3K-Akt signaling pathway. These effects further enhanced hormonal activity and antioxidant capacity, ultimately improving sow reproductive efficiency.

## 1. Introduction

Uterine microenvironment is pivotal for mammalian reproductive function. Disrupted uterine microbiome and excessive oxidative stress are detrimental to reproductive performance [1,2]. Therefore, nutritional interventions designed to optimize uterine microbiome and redox balance have become promising approaches to enhance reproductive efficiency in swine [3].

Dietary fiber (DF), a crucial component in swine diet, has been demonstrated to modulate microbiota composition and tryptophan metabolism and improve insulin sensitivity, thereby contributing to improved reproductive outcomes [4,5]. Supplemental DF during gestation could improve reproductive performance by improving oocyte quality, accelerating oocyte maturation, and promoting uterine development [3,6,7]. Concurrently, N-carbamylglutamate (NCG), a potent activator of endogenous arginine biosynthesis, has emerged as a promising nutritional strategy to improve reproductive performance in chickens (1%) and mice (0.1%) [8,9]. In sows, dietary supplementation with 0.05% NCG has been shown to enhance the development of reproductive tissues including the endometrium and placentae [10]. Furthermore, 0.05% NCG could significantly increase litter size and proportion of viable offspring in sows by regulating energy metabolism, lipid synthesis, and glutathione homeostasis, a major intracellular antioxidant system [10]. However, the potential synergistic effects between DF levels and NCG on uterine microbiota, antioxidant status, and reproductive function require further elucidation.

Mounting evidence has confirmed the presence of distinct microbial communities in the female reproductive tract, especially in the uterus [11,12]. These low-biomass but functionally important communities are critical for maintaining reproductive homeostasis in sows [13,14,15]. Recent studies have further suggested that reproductive tract microbiota modulates local redox balance, suggesting a potential microbiota–antioxidant–reproduction axis [16,17,18]. However, whether DF and NCG improve reproductive performance via uterine microbiota-dependent mechanisms remains to be explored.

In the present study, Landrace x Yorkshire sows were selected to investigate the synergistic effects of elevated DF (achieved through supplementation with soybean bran and beet pulp) and 0.05% NCG [10] on reproductive performance. The establishment and maintenance of pregnancy are tightly regulated by reproductive hormones. Progesterone is also essential for pregnancy progress [19]. Disruption of progesterone signaling results in pregnancy termination and the induction of parturition [19,20]. Therefore, serum sex hormone levels and systemic antioxidant capacity were assessed. To comprehensively elucidate the underlying mechanisms through which the high-fiber diet supplemented with 0.05% NCG (H + N) enhances sow reproduction, multi-omics approaches were employed, integrating metagenomic, metabolomic, and transcriptomic analyses.

## 2. Materials and Methods

### 2.1. Animals, Diets, and Experimental Design

All animal procedures were carried out in accordance with the guidelines approved by the Ethics Committee of the Shanghai Academy of Agricultural Sciences (approval no. SAASPZ0524108). From Hunan Longhua Agriculture and Animal Husbandry Technology Co., Ltd. (Zhuzhou, China), a total of 400 healthy Landrace × Yorkshire sows with identical parity (second or third) were chosen and assigned to receive either a low-fiber (LF) or high-fiber (HF) diet. The sows were randomly divided into four treatment groups (*n* = 100/group): LF diet without NCG (L − N; 3.73% crude fiber), LF diet supplemented with NCG (L + N; 3.73% crude fiber + 0.05% NCG), HF diet without NCG (H − N; 7.46% crude fiber), and H + N (7.46% crude fiber + 0.05% NCG). The L − N group was designated as the basal control, representing the DF level conventionally used in swine production [21].

To elevate fiber levels in diets, corn was partially replaced with soybean bran and beet pulp. Detailed information on the ingredient composition and nutrient profiles of the experimental diets is presented in Table 1 [22]. The experiment began on the breeding day and covered the entire 114-day gestation period. Feedings were administered twice a day, at 06:30 and 16:30 h. Feed intake was modulated based on pregnancy progression: 2.0 kg·day^−1^ in the initial phase (days 0–30), 2.5 kg·day^−1^ in the middle phase (days 31–90), and 3.5 kg·day^−1^ in the final phase (days 91–110). Intake was subsequently reduced, reaching 1.0 kg on the day of farrowing [23,24].

### 2.2. Sample Collection

After the 114-day feeding trial, blood samples (approximately 10 mL per sow) were collected from the tail vein of 10 randomly selected sows per group at approximately 08:00 h. Serum was isolated by centrifugation at 3000× *g* for 10 min. The resulting serum was preserved at −20 °C for further analysis. Following this, six sows per treatment group were randomly chosen for euthanasia, and endometrium and cervix samples were collected.

### 2.3. Detection of Serum Indicators

The concentrations of cortisol, estradiol, and progesterone in sows were quantified using commercial assay kits (Cayman Chemical, Ann Arbor, MI, USA; Cat. No. 500360, 501890, and 582601, respectively). The total antioxidant capacity (T-AOC) and superoxide dismutase (SOD) activity were determined with kits obtained from Nanjing Jiancheng Bioengineering Institute (Cat. No. A015-3-1 and A001-1). All assays were performed strictly in accordance with the manufacturers’ instructions.

### 2.4. Metagenomics Sequencing

Approximately 0.3 g of endometrium and cervix was accurately weighed, and total microbial genomic deoxyribonucleic acid (DNA) was extracted using the Mag Bind Soil DNA Kit (catalog no. M5635-02; Omega Bio-Tek, Norcross, GA, USA) following the manufacturer’s instructions. DNA concentration was assessed using a Qubit™ 4 Fluorometer (Invitrogen, Waltham, MA, USA), while integrity was evaluated via 1% agarose gel electrophoresis. Only samples meeting the quality thresholds (DNA concentration > 12.5 ng·μL^−1^, and a dominant electrophoretic band > 20 kb) were selected for subsequent library preparation. Genomic DNA was fragmented to 200–400 bp using an ultrasonicator. An end-repair reaction was performed to generate blunt-ended double-stranded DNA, followed by adenylation of the 3′ ends to facilitate adapter ligation. An adapter ligation reaction was then assembled to attach adapters to the DNA fragments. The ligated products were amplified using a prepared polymerase chain reaction (PCR) reaction system. Subsequently, the amplified products were denatured to single strands and circularized. Remaining linear DNA was digested enzymatically. Qualified metagenomic libraries were sequenced on the NovaSeq X Plus platform (Illumina, San Diego, CA, USA) in a paired-end 150 bp mode at Personalbio Co., Ltd. (Shanghai, China).

### 2.5. Metabolomics Sequencing

Metabolomics profiling was conducted by integrating chromatography and mass spectrometry (MS) technology. Metabolite extraction was performed as follows: approximately 50 mg of each sample was homogenized using a tissue homogenizer (55 Hz, 60 s, repeated twice). Then, 800 μL of methanol/acetonitrile solution (1:1, *v*/*v*) was added to precipitate proteins. The mixture was ultrasonicated for 30 min and subsequently incubated at −20 °C for 30 min. After centrifugation (12,000 rpm, 4 °C, 10 min), the supernatant was collected and vacuum-dried. The dried metabolite was reconstituted in 150 μL of 50% methanol containing 5 ppm 2-chlorophenylalanine. The solution was centrifuged again under the same conditions, and the resulting supernatant was filtered through a 0.22 μm membrane into a detection bottle.

The chromatographic separation was performed on an ACQUITY UPLC HSS T3 column (100 Å, 1.8 µm, 2.1 mm × 100 mm) with a flow rate of 0.4 mL·min^−1^. The column temperature was at 40 °C, and the auto-sampler was set at 8 °C.

Mass spectrometric analysis was performed on a Thermo Orbitrap Exploris 120 (Thermo Scientific, Bremen, Germany) instrument controlled by Xcalibur software (v4.7, Thermo Scientific). Data was acquired in data-dependent acquisition mode, switching between positive and negative ionization modes. A heated electrospray ionization source was employed with the following parameters: spray voltage of 3.5 kV (positive) or −3.0 kV (negative), sheath gas flow rate of 40 (arbitrary units), auxiliary gas flow rate of 15 (arbitrary units), capillary temperature of 325 °C, and auxiliary gas heater temperature of 300 °C. Full MS scans were acquired at a resolution of 60,000 over the m/z range of 100–1000, with an automatic gain control target set to “Standard” and a maximum injection time (Max IT) of 100 ms. The top 4 most intense ions from each full scan were selected for fragmentation. MS/MS spectra were generated at a resolution of 15,000 using higher-energy collisional dissociation with a normalized collision energy of 30%.

### 2.6. Transcriptome Sequencing

Total ribonucleic acid (RNA) was extracted from endometrium using the Trizol method. Total RNA (≥1 μg) was used for strand-specific library construction using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s instructions. Poly(A) + messenger ribonucleic acid (mRNA) was enriched with Oligo(dT) magnetic beads and fragmented using divalent cations under elevated temperature. Fragmented mRNA was used as a template to synthesize first-strand complementary DNA (cDNA) with random primers, followed by second-strand synthesis to generate double-stranded cDNA. The cDNA was subjected to end repair, followed by 3′ adenylation and adapter ligation. Libraries with sizes of approximately 400–500 bp were selected via AMPure XP beads, subjected to PCR amplification, and purified again with AMPure XP beads to generate the final sequencing-ready library. Library quality was assessed on an Agilent 2100 Bioanalyzer with the High Sensitivity DNA Kit (Agilent Technologies, Santa Clara, CA, USA). Quantification was performed via PicoGreen fluorescence measurement using a Quant-iT PicoGreen dsDNA Assay Kit (Invitrogen, Carlsbad, CA, USA) on a Promega Quantifluor fluorometer (E6090). Effective library concentration was determined by quantitative real-time polymerase chain reaction (qPCR) using a StepOnePlus Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). Multiplexed libraries were normalized, pooled in equimolar ratios, and sequenced on an Illumina platform in PE150 mode.

### 2.7. Statistical Analysis

In metagenomic analysis, a correlation network was constructed among KEGG Orthology (KO) entries that exhibited significant alterations (*p* < 0.05) between the L − N and H + N groups, using a Spearman correlation threshold of |r| > 0.9 to define high correlations. In metabolomics, random forest analysis was performed using the mlr3verse package (version 0.2.7). Subsequently, Receiver Operating Characteristic (ROC) curves were generated with the pROC package (version 1.18.2) to identify key metabolites within the differential set. KEGG enrichment analysis of differential metabolites was conducted using the clusterProfiler package (version 4.6.0). In transcriptomic studies, differential gene expression was assessed with DESeq2 (version 1.38.3). Genes with |log_2_(fold change)| > 1 and an adjusted *p*-value < 0.05 were defined as differentially expressed.

Statistical analysis was performed using IBM SPSS Statistics software (version 22.0). The normality of the data was assessed using the Kolmogorov–Smirnov test. Data that were not normally distributed underwent a log-transformation. Subsequently, a two-way analysis of variance was employed to evaluate the main effects of DF level and NCG supplementation, as well as their interaction effect. In the event of a significant effect, post hoc comparisons among treatment groups were conducted using Duncan’s multiple range test. All data were presented as mean ± standard error of the mean (SEM). Differences were considered statistically significant at *p* < 0.05. In figures, significance is indicated either with asterisks (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001) or with different superscript letters.

## 3. Results

### 3.1. Effects of Dietary Fiber and N-Carbamylglutamate on Serum Sex Hormones and Antioxidant Level

Levels of sex hormones and antioxidants in sow serum samples were presented in Figure 1. Contents of cortisol (Figure 1A) and T-AOC (Figure 1D), as well as activity of and SOD (Figure 1E) were significant effects by fiber level in diet. NCG supplementation significantly influenced contents of cortisol and estradiol (Figure 1A,B). In detail, HF diet significantly increased T-AOC content (Figure 1D), accompanied by a decrease in cortisol content (Figure 1A). NCG supplementation resulted in a significant elevation of cortisol and estradiol concentrations (Figure 1A,B). Moreover, significant interactions between DF and NCG supplementation were detected, affecting contents of cortisol and T-AOC (Figure 1A,D).

### 3.2. Dietary Fiber and N-Carbamylglutamate Reshape Uterine Microbiota

To investigate effects of DF and NCG on uterine microbiota, metagenomic sequencing was conducted. At the phylum level, the microbiota in both the endometrium and cervix was predominantly composed of Actinobacteriota, Proteobacteria, and Firmicutes A (Figure 2A). At the genus level, Nesterenkonia and Parvularcula were dominant microbial taxa in the endometrium and cervix (Figure 2B). Venn diagram analyses demonstrated that compared to L − N, H + N significantly altered the microbial composition in both endometrium and cervix (Figure 2C). Functional analysis revealed that microbiota in endometrium and cervix was primarily associated with carbohydrate metabolism, metabolism of cofactors and vitamins, amino acid metabolism, glycan biosynthesis and metabolism, energy metabolism, lipid metabolism, and nucleotide metabolism (Figure 2D). DF levels and NCG both had significant effects on microbiota in the endometrium and cervix (Figure S1A–D). At species level, compared to L − N group, H + N treatment significantly increased abundance of *Clostridium disporicum* in endometrium (Figure 2E). Additionally, the H + N group exhibited significantly increased abundances of *Streptomyces aureoverticillatus*, *Herbaspirillum huttiense*, and *Clostridium disporicum* in the cervix compared to L − N group (Figure 2F).

Moreover, network analysis based on robust and significant correlations revealed that significantly changed KO in the endometrium were predominantly centered on pathways associated with metabolism and cell growth. These included starch and sucrose metabolism, taurine and hypotaurine metabolism, porphyrin metabolism, and the cell cycle (Figure 2G). In the cervix, the identified networks primarily included oxidative phosphorylation, mismatch repair, and salivary secretion (Figure 2H). These results demonstrated that the combination of high-fiber diet and NCG supplementation exerts beneficial effects on the uterine microbial ecosystem of the experimental units. Specifically, this treatment increased beneficial bacteria (e.g., *Clostridium disporicum*) [26] and enhanced metabolic pathways related to carbohydrate and energy metabolism.

### 3.3. Dietary Fiber and N-Carbamylglutamate Modulate Uterine Metabolite Profiles

The uterine microbiota serves as a key regulator of host metabolic networks through the production and transformation of bioactive metabolites. To assess effects of DF and NCG on metabolite profiles, untargeted metabolomics analysis was conducted on endometrium and cervix. Orthogonal partial least squares discriminant analysis revealed that HF and NCG exerted significant effects on metabolite composition in both endometrium and cervix (Figure 3A–D). Significant alterations in metabolite level were observed in endometrium and cervix following both DF and NCG treatments (Figure S2A–D). Notably, H + N resulted in substantial metabolic reprogramming, characterized by 335 downregulated and 300 upregulated metabolites in endometrium, and 240 downregulated and 189 upregulated metabolites in cervix compared to L − N group (Figure 3E,F). The identified uterine metabolites were primarily classified as organoheterocyclic compounds (22.3%), organic acids and derivatives (21.5%), lipids and lipid-like molecules (19.7%), benzenoids (14.4%), and organic oxygen compounds (7.4%).

Pathway enrichment analysis revealed that differentially abundant metabolites induced by DF were predominantly associated with carbohydrate metabolism-related pathways in endometrium, including central carbon metabolism in cancer, citrate cycle (TCA cycle), butanoate metabolism, and glyoxylate and dicarboxylate metabolism (Figure S2E), while lipid and nucleotide metabolism-related pathways were enriched in the cervix, including pyrimidine metabolism, arachidonic acid metabolism, and purine metabolism (Figure S2F). NCG-induced differentially abundant metabolites were primarily enriched in amino acid metabolism-related pathways in both endometrium and cervix (Figure S2G,H). Comparative analysis between L − N and H + N groups revealed that differentially abundant metabolites were significantly enriched in carbohydrate metabolism (including citrate cycle (TCA cycle), butanoate metabolism, glyoxylate and dicarboxylate metabolism, central carbon metabolism), and amino acid metabolism (including lysine degradation, biosynthesis of amino acids) (Figure 3H,I).

Random forest modeling and ROC curve analysis were employed to evaluate the discrimination ability of the key metabolites. Hydroxylysine and racemethionine were identified as characteristic metabolites representing the metabolic differences between L − N and H + N groups in endometrium and cervix, respectively (Figure 4A–D). Above findings demonstrated that DF and NCG supplementation, individually and in combination, induced comprehensive metabolic reprogramming in uterine tissues through modulation of carbohydrate, lipid, and amino acid metabolism pathways.

### 3.4. Correlation Analysis Among Metagenomics, Metabolomics, and Serum Indicators

To delineate the associations between uterine microbial composition, metabolic profiles, and reproductive serum biomarkers, Spearman correlation analysis was employed to evaluate relationships among differentially abundant microorganisms, the differentially abundant metabolites, and differentially serum indicators. As shown in Figure 5A, differentially abundant microorganisms *Clostridium disporicum* and *Agrobacterium skierniewicense* exhibited significant positive correlations with T-AOC and estradiol levels, respectively. Subsequent investigations focused exclusively on *Clostridium disporicum*.

As shown in Figure 5B, *Clostridium disporicum* exhibited significant positive correlations with several organic acids and derivatives, including chlorocarbonic acid, methylphosphate, 3-Hydroxynorvaline, and hydroxylysine. Notably, the above metabolism displayed significant positive correlations with T-AOC and estradiol levels (Figure 5C). These findings underscored the interconnected roles of microbial composition and metabolite profiles in modulating serum indicators pertinent to reproduction.

### 3.5. Dietary Fiber and N-Carbamylglutamate Alter mRNA Expression Profile in Endometrium

RNA sequencing analysis was performed to characterize endometrial gene expression patterns and identify molecular pathways through which DF and NCG improve reproductive efficiency. 

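The endometrial libraries came from the 4 dietary groups, with 3.73% crude fiber in the diet of L − N and L + N, 7.46% in that of H − N and H + N, and 0.05% NCG added in L + N and H + N, fed over 114 days of gestation. NCG is an analog of N-acetylglutamate, which activates the synthesis of arginine. Each group had 3 libraries, 12 in all, while the paper reports that 6 sows per group were euthanized for tissue. The paper describes strand-specific libraries of poly(A) RNA sequenced on an Illumina instrument. The authors deposited the reads counted on each gene of the pig assembly Sscrofa11.1, without normalization, together with the FPKM made from those counts. The paper's text does not name the aligner, the counting tool, or whether the counting used the strand, so the values of genes that overlap a neighbor or have near-identical copies are uncertain. The total count per library ran from 15797001 to 16916495 in L − N, with a median of 15828950. It ran from 14701681 to 19309724 in L + N (median 16619226), from 14369781 to 18549636 in H − N (median 15332896), and from 15155660 to 17714918 in H + N (median 17012856). The filterByExpr rule of edgeR kept 15351 genes, and library sizes were scaled by TMM. All comparisons were taken from one edgeR quasi-likelihood fit with a mean for each group, which left 8 residual degrees of freedom, and the p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The biological coefficient of variation, which is the spread between replicates beyond counting error, was 0.269. A gene was counted as differentially expressed at the thresholds of the paper, an adjusted p-value under 0.05 with a log2 fold change above 1 or below −1. The paper ran DESeq2, which is used here as an alternative to edgeR.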

Principal component analysis demonstrated clear separation among the L − N, H − N, and H + N treatment groups (Figure 6A). 

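The first principal component of the log2 normalized counts (CPM, counts scaled to library size) of these 9 libraries carried 32.4% of the variance, and the second carried 18.8%. On the first component, the L − N libraries lay from −66.0 to −17.4, the H − N libraries from 22.1 to 34.0, and the H + N libraries from 15.8 to 30.2, so that H − N and H + N overlapped. The L − N library nearest to the other groups was replicate 1, and the other L − N libraries lay at −66.0 and −61.9. Differences between the 3 group means held 39.9% of the sum of squares over all genes tested. Of the 280 ways to arrange the 9 libraries in 3 groups of 3, 3 gave a share as large, the real one included (exact permutation test, one-sided, p = 0.0107). Taken by pairs, the share was 36.9% for H − N and L − N and 38.3% for H + N and L − N, and in each case only the real split among the 10 of the 6 libraries reached it, the fewest that 3 libraries against 3 allow. For H + N and H − N it was 21.4%, and 3 of the 10 splits reached it. When each library was left out in turn, the share stayed between 37.0% (without L − N replicate 3) and 48.1% (without L − N replicate 1). The exact p-value rose to 0.05 without H − N replicate 1 and to 0.0571 without H + N replicate 1.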

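The effect of DF was computed as the mean of H − N and H + N minus the mean of L − N and L + N, and that of NCG as the mean of L + N and H + N minus the mean of L − N and H − N, each over 6 libraries against 6. For DF, 4 genes were differentially expressed, 1 higher and 3 lower in HF, and 2994 of the genes tested had an unadjusted p-value under 0.05. The number depended on single libraries. It was 331 without L − N replicate 1, 58 without H + N replicate 2 and 0 without L + N replicate 1, and DESeq2 on the same libraries gave 306. The higher gene was NELL1 (gene identifier 100520718, chromosome 2, 37809080 to 38754520), with a log2 fold change of 3.88 (standard error 0.521, edgeR's adjusted p = 0.0343) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lower genes were CTHRC1 (gene identifier 100152510, chromosome 4, 33759541 to 33771625), with a log2 fold change of −2.73 (standard error 0.285, edgeR's adjusted p = 0.0141), PAMR1, which overlaps FJX1 on the opposite strand, with a log2 fold change of −2.12 (standard error 0.282, edgeR's adjusted p = 0.0343), and NBL1, with a log2 fold change of −1.02 (standard error 0.15, edgeR's adjusted p = 0.0487), all by the same test. CTHRC1 stood at 22.0 ± 12.3 CPM in L − N, 5.14 ± 0.623 in L + N, 1.08 ± 0.170 in H − N and 2.35 ± 0.831 in H + N (SD, n = 3 each). For NCG, 276 genes were differentially expressed, of which 256 were higher and 20 lower with NCG. With each library left out in turn, this number ran from 157 (without L + N replicate 2, and also without H − N replicate 1) to 340 (without L − N replicate 2). The fold changes for NCG rose with transcript length (Spearman correlation 0.266). After a correction for length in each library, 202 of the 276 genes were still differentially expressed. Gene lists and annotated terms were not tested again after that correction. CEP135, which encodes a centriole protein (gene identifier 100627819, chromosome 8, 55250902 to 55323396), had a log2 fold change of 1.36 (standard error 0.125, edgeR's adjusted p = 0.00380), and SMC4, a condensin subunit whose gene overlaps TRIM59 on the opposite strand, had a log2 fold change of 1.69 (standard error 0.188, edgeR's adjusted p = 0.00578), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the genes lower with NCG, SMPDL3B had a log2 fold change of −1.09 (standard error 0.155, edgeR's adjusted p = 0.00578) and EDN1 a log2 fold change of −0.94 (standard error 0.111, edgeR's adjusted p = 0.00578) by that test, the latter short of the fold change threshold. EDN1 stood at 41.6 ± 1.02 CPM in L − N, 20.4 ± 4.87 in L + N, 22.4 ± 0.787 in H − N and 12.4 ± 0.748 in H + N (SD, n = 3 each).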

Volcano plot analysis revealed significant alterations in gene expression levels following DF and NCG treatments (Figure 6B). 

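Between H + N and L − N, 549 genes were differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 352 of them higher and 197 lower in H + N. Without the threshold on the fold change there were 1223, and 4215 genes had an unadjusted p-value under 0.05. DESeq2 on the same 12 libraries gave 1000 genes, 541 of which were among the 549. Single libraries moved the number further, to 1 without H + N replicate 1, 4 without L − N replicate 3, 186 without H + N replicate 3, 342 without L − N replicate 2 and 948 without L − N replicate 1. Among the genes with the highest fold changes, SLC26A4, an anion exchanger (gene identifier 100622822, chromosome 9, 107365121 to 107431065), stood at 14.1 ± 9.72 CPM in H + N and 0.216 ± 0.0770 in L − N (SD, n = 3 each), a log2 fold change of 5.99 (standard error 1.31, edgeR's adjusted p = 0.0264). LGR5, a receptor for R-spondins (gene identifier 100151994, chromosome 5, 35463257 to 35595234), stood at 47.3 ± 33.2 and 1.41 ± 0.539 CPM, with a log2 fold change of 5.05 (standard error 0.766, edgeR's adjusted p = 0.0136). LGR5 overlaps TSPAN8 on the opposite strand over 19532 bp. NELL1 had a log2 fold change of 4.40 (standard error 0.774, edgeR's adjusted p = 0.0162) and CRABP1, a retinoic acid binding protein, a log2 fold change of 3.49 (standard error 0.807, edgeR's adjusted p = 0.0300), and without H + N replicate 3 the value of CRABP1 was 2.28. CNGA2 was at the floor of 3 counts or below in all L − N libraries and at least 5.34-fold higher in H + N. Of the genes that were lower in H + N, DEFB128 (gene identifier 106505985, chromosome 17, 34948185 to 34965455), a member of the defensin family whose reads could be shared with related genes, had a log2 fold change of −4.89 (standard error 0.778, edgeR's adjusted p = 0.0154), MLANA a log2 fold change of −4.55 (standard error 1.23, edgeR's adjusted p = 0.0466) and TGM5 a log2 fold change of −4.37 (standard error 0.976, edgeR's adjusted p = 0.0277). KCNJ1, a potassium channel (gene identifier 100517668, chromosome 9, 55779020 to 55812761), stood at 3.30 ± 3.47 CPM in H + N and 55.2 ± 68.5 in L − N (SD, n = 3 each), with a log2 fold change of −4.08 (standard error 1.00, edgeR's adjusted p = 0.0346) by edgeR's test, and −2.27 without L − N replicate 2. UABP-2 was at the floor in H + N and at least 6.78-fold lower there.

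**Figure D1:**
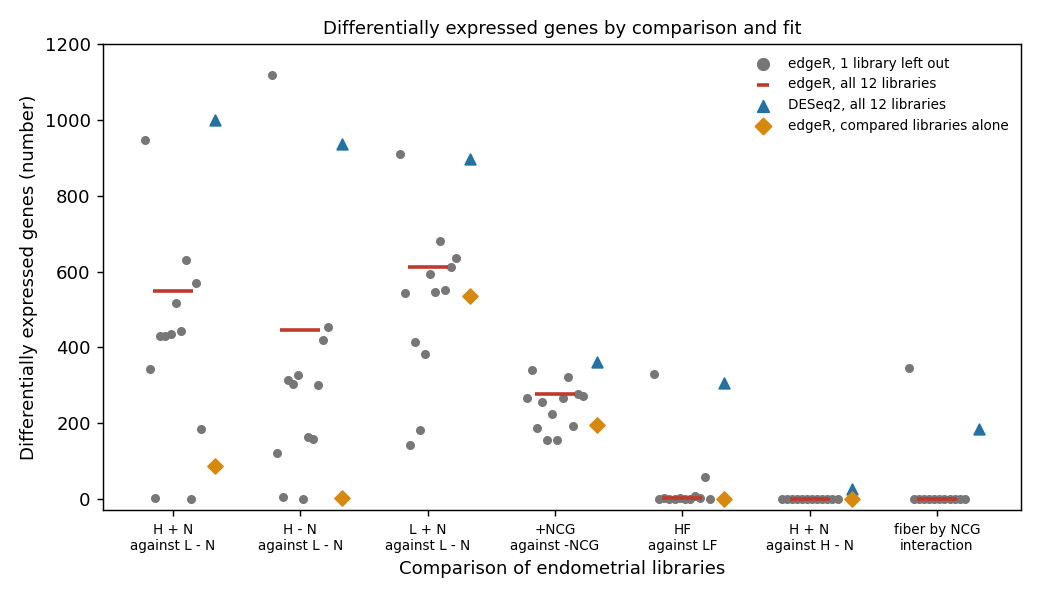
Number of differentially expressed genes (vertical axis) in each comparison of endometrial libraries (horizontal axis). Red lines give edgeR on all 12 libraries, gray points edgeR with 1 library left out, blue triangles DESeq2 on all 12 libraries and orange diamonds edgeR on the compared libraries alone. For H + N against L − N the line lies at 549 and the points run from 1 to 948.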

Notably, H + N resulted in 559 downregulated and 766 upregulated mRNA in endometrium compared to the L − N group (Figure 6B).

Gene Ontology enrichment analysis revealed that differentially expressed genes induced by DF supplementation were significantly enriched in cell development, regulation of immune system processes, superoxide anion generation, mitogen-activated protein kinase cascade, and cholesterol metabolic processes (Figure 6C). In contrast, differentially expressed genes caused by NCG treatment were predominantly enriched in biological processes related to acute inflammatory response, immune system processes, collagen metabolic processes, vitamin metabolic processes, and cell adhesion (Figure 6D). 

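The deposited table annotates each gene with Gene Ontology terms, and Fisher's exact test (one-sided) was run over the 3138 biological process terms with genes tested, against all genes tested. The 4 genes that differed between HF and LF were too few for such a test, so the 446 genes that differed between H − N and L − N were used, and 0 terms passed. Superoxide anion generation held 3 of these genes among its 11 (0.320 expected, adjusted p = 0.216 by Fisher's exact test with Benjamini-Hochberg adjustment), and cholesterol metabolic process held 3 of 37 (1.07 expected, adjusted p = 0.971 by the same test). The MAPK cascade held 2 of 54, with 1.57 expected, and immune system process 7 of 60 (1.74 expected, adjusted p = 0.148 by Fisher's exact test). Cell adhesion, a process shown for NCG in Figure 6D, held 17 of 201 genes (5.84 expected, adjusted p = 0.0642 by Fisher's exact test). Broad parent terms such as cell development were not analysed here. Over 330 KEGG pathways, 13 passed for the same genes, among them lysosome with 19 of 119 genes (3.46 expected, adjusted p = 4.81e−07 by Fisher's exact test), complement and coagulation cascades with 13 of 64 (1.86 expected, adjusted p = 4.97e−06) and phagosome with 14 of 127 (3.69 expected, adjusted p = 0.00121). All of these genes of the lysosome and phagosome pathways were lower in H − N, and 11 of the 13 complement and coagulation genes. Of the 12 fits that each left out 1 library, the lysosome passed in 7 and the other 2 in 6, and 0 pathways passed without L − N replicate 3 or without any 1 of the H − N libraries. Whole lists of genes were also compared between HF and LF with camera, which asks whether the genes of a list shift together against all others. The cholesterol synthesis list had a median log2 fold change of 0.63, with 22 of its 23 genes higher in HF (limma's camera, adjusted p = 0.000196 over 15 lists). The superoxide anion generation list had a median of −0.37, with 4 of its 11 genes higher (limma's camera, adjusted p = 0.0471). With each library left out in turn, the median of the cholesterol list stayed between 0.44 and 0.75, and that of the superoxide list between −0.48 and −0.18, the latter without L + N replicate 1. The superoxide list passed in 1 of those 12 fits, and passed neither with RLE in place of TMM nor with the replicate number as a block. In all, 7 of the 15 lists passed with camera's preset correlation, 3 of them also with fry, among these superoxide anion generation but not cholesterol synthesis, and 0 with a correlation estimated per list.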

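Among the 276 genes that differed with NCG, 9 of the 3138 Gene Ontology terms were over-represented. The leading ones were microtubule-based movement with 12 of 63 genes (1.13 expected, adjusted p = 3.33e-06 by Fisher's exact test with Benjamini-Hochberg adjustment), kinetochore assembly with 6 of 12 genes and chromosome segregation with 10 of 54 genes (adjusted p = 3.74e-05 for both by the same test). Cell adhesion held 5 of 201 genes (3.61 expected, unadjusted p = 0.295 by Fisher's exact test), collagen catabolic process 1 of 20 and acute inflammatory response 0 of 7. These values pool both diets, and the paper does not state whether Figure 6D does. Read as H + N against H − N, edgeR gave 0 genes to test. With unadjusted p-values in DESeq2, chosen after seeing the values, collagen catabolic process and cell adhesion passed there (adjusted p = 0.00155 for both by Fisher's exact test). Acute inflammatory response did not. As a whole, the 7 genes of the acute inflammatory response list were all lower with NCG, with a median log2 fold change of −0.75 (limma's camera, adjusted p = 0.0694 over 15 lists). That median was −0.08 without H − N replicate 3. The collagen catabolism list had a median of −0.31, with 5 of 20 genes higher (limma's camera, adjusted p = 0.181), which was −0.19 without H − N replicate 3. For vitamin metabolism, the list of genes for retinoic acid and pantothenate had a median of 0.02, with 11 of 22 genes higher (limma's camera, adjusted p = 0.908), and its sign changed between the fits that each left out 1 library.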

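The deposited table also gives the KEGG pathways of 7832 genes. Fisher's exact test (one-sided) of the genes that differed between H + N and L − N was run over 330 pathways, against all genes tested. The cell cycle pathway held 14 of these genes among its 118 (4.22 expected), and the p53 signaling pathway held 10 of 67 (2.40 expected), both with an adjusted p of 0.0206 by Fisher's exact test with Benjamini-Hochberg adjustment. Oocyte meiosis held 11 of 103 genes (3.68 expected, adjusted p = 0.124 by Fisher's exact test). The cell cycle pathway shares 39 genes with oocyte meiosis and 19 with p53 signaling, so these 3 results are not independent. GnRH secretion held 3 of 58 genes (2.07 expected, unadjusted p = 0.344 by Fisher's exact test), and the PI3K-Akt signaling pathway held 11 of 289 (10.3 expected, unadjusted p = 0.46). With only the genes that have a pathway as background, the adjusted p-values by Fisher's exact test were 0.00971 for the cell cycle, 0.00976 for p53 signaling and 0.0594 for oocyte meiosis. These counts depended on the libraries in the fit. In all, 0 genes of the cell cycle, p53 or oocyte meiosis pathways were differentially expressed without L − N replicate 3, or without H + N replicate 1. A fit with a library left out also has fewer libraries, which by itself weakens the test. Without L − N replicate 1, GnRH secretion held 10 genes.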

KEGG pathway enrichment analysis indicated that differentially expressed genes between the L − N and H + N groups were predominantly associated with several critical signaling pathways, including p53 and PI3K-Akt signaling pathways, as well as processes involved in cell cycle regulation, oocyte meiosis, and gonadotropin-releasing hormone (GnRH) secretion (Figure 6E). Gene Set Enrichment Analysis revealed H + N regulated reproductive process and DNA metabolic process (Figure 6F). These results collectively demonstrated that DF and NCG supplementation induced transcriptional reprogramming in endometrial tissues.

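The gene sets behind Figure 6F were not used here. In their place, lists written from general knowledge and pathways of the deposited table were tested with camera. A list of 98 genes of DNA replication and mitosis, 15 of which are also in the cell cycle pathway, had a median log2 fold change of 0.97 in H + N against L − N, and 96 of its genes were higher (limma's camera, adjusted p = 5.8e-28 over 15 lists). With each library of the 2 groups left out in turn, this median stayed between 0.75 and 1.35. Against L − N, the list had a median of 1.01 in L + N (limma's camera, adjusted p = 1.82e-26) and 0.41 in H − N (adjusted p = 1.6e-09). Between H + N and L + N its median was −0.03, with 44 of its genes higher (limma's camera, adjusted p = 0.606). The shift was therefore not particular to H + N. MKI67, a marker of dividing cells (gene identifier 102164100, chromosome 14, 137266622 to 137296312), stood at 103 ± 20.5 CPM in H + N and 35.8 ± 20.4 in L − N (SD, n = 3 each), with a log2 fold change of 1.53 (standard error 0.342, edgeR's adjusted p = 0.0277) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The cell cycle pathway had a median of 0.24, with 88 of its genes higher (limma's camera, adjusted p = 1.12e-06). Oocyte meiosis had a median of 0.10, with 64 of 103 genes higher (limma's camera, adjusted p = 0.0479). It did not pass without L − N replicate 1, H + N replicate 1 or H + N replicate 3, where its medians were 0.07, 0.09 and 0.05. Of its genes, 39 are also in the cell cycle pathway, so its shift is not a separate sign of a reproductive process. GnRH secretion had a median of −0.09 (limma's camera, adjusted p = 0.348). Between H + N and L − N, 7 lists passed, all 7 also with fry, and 0 with a correlation estimated per list.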

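Each of the 3 other groups was compared with L − N. H − N differed from L − N in 446 genes, 137 higher and 309 lower, and L + N in 613 genes, 510 higher and 103 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number for H − N was 0 without H − N replicate 1, 6 without L − N replicate 3 and 1120 without L − N replicate 1, and the number for L + N was 143 without L − N replicate 3 and 183 without L + N replicate 2. H + N shared 359 of its 549 genes with L + N and 191 with H − N, all changed in the same direction, and 110 genes were common to the 3 comparisons. The log2 fold changes of these comparisons correlated across genes with r between 0.686 and 0.816. Comparisons against the same control libraries correlate by themselves, and in 100 simulated data sets without a group effect r was at most 0.536. Those sets drew each gene by itself, with the same spread in all groups. They therefore cannot show how high r can go without an effect in the real libraries. Between H + N and H − N, edgeR gave 0 differentially expressed genes, with 1331 at an unadjusted p-value under 0.05 and a smallest adjusted p of 0.451. DESeq2 on all libraries gave 26 there. The comparison of H + N with L + N also gave 0 genes by edgeR, with 719 at an unadjusted p-value under 0.05. The interaction of DF and NCG, which asks whether NCG acted differently on the 2 diets, gave 0 genes, with 1967 at an unadjusted p-value under 0.05 and a smallest adjusted p of 0.182 by edgeR's test. Without L − N replicate 1 the interaction gave 346 genes, and DESeq2 on all libraries gave 184.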

### 3.6. Correlation Analysis Among Transcriptome, Metabolome, and Serum Indicators

Pearson correlation analysis was performed on the top 20 differentially expressed metabolites and genes associated with the cell cycle and PI3K-Akt signaling pathway in the endometrium. 

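The correlations listed in the paper's supplementary spreadsheet were set against the expression of the same genes. For the cell cycle the paper lists 1613 correlations over 124 genes and 20 metabolites, and for the PI3K-Akt pathway 220 correlations over 27 genes and 20 metabolites. The p-values given with the coefficients match 6 samples, the number of libraries in H + N and L − N together. The metabolite values were not analysed here. Of the 124 cell cycle genes, 123 passed the filter on low counts, and 89 differed between H + N and L − N, 82 higher and 7 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's 124 genes are another set than the KEGG cell cycle pathway of the deposited table, where 14 of 118 tested genes differed. The 3 H + N libraries and the 3 L − N libraries did not overlap in 112 of the 123. Chance gives 10% only for genes chosen without regard to these libraries. The paper chose these genes on them, so counts of genes without overlap cannot test a difference here. Of the 27 PI3K-Akt genes, 11 differed by the same test, 6 higher and 5 lower, and 22 did not overlap. Adjusted over the list alone, 121 cell cycle genes and 25 PI3K-Akt genes passed both thresholds, which is not independent evidence because the paper took these genes from the same libraries.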

Significant correlations were observed between selected metabolites and genes involved in the cell cycle (Figure 7A) as well as the PI3K-Akt signaling pathway (Figure 7B). The correlation coefficient and *p*-value were presented in the Supplementary Material (Excel). Specifically, chlorocarbonic acid showed significant positive correlations with *VEGFA*, *FGFR3*, *PDGFD*, *ITGB8*, *NTRK2*, *BRCA1*, *COL1A1*, and *LAMA2*, alongside significant negative correlations with *LAMB3*, *DDIT4*, *FGF1*, and *IL4R*. 

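The values of these genes were compared between H + N and L − N, with the mean CPM and the SD of the 3 libraries of each group. VEGFA (gene identifier 397157, chromosome 7, 38746393 to 38762282) stood at 146 ± 72.1 in H + N and 48.4 ± 5.57 in L − N, a log2 fold change of 1.59 (standard error 0.314, edgeR's adjusted p = 0.0214) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NTRK2 (gene identifier 100519209, chromosome 10, 30030050 to 30429938) stood at 88.6 ± 21.5 and 34.6 ± 1.83, a log2 fold change of 1.36 (standard error 0.273, edgeR's adjusted p = 0.0225). ITGB8 (gene identifier 100037284, chromosome 9, 89342245 to 89450701) stood at 57.2 ± 11.0 and 23.2 ± 1.36, with a log2 fold change of 1.30 (standard error 0.302, edgeR's adjusted p = 0.0302). BRCA1 (gene identifier 100049662, chromosome 12, 19788087 to 19854515), which overlaps NBR1 on the opposite strand over 928 bp, stood at 29.1 ± 3.52 and 12.2 ± 2.14, with a log2 fold change of 1.25 (standard error 0.189, edgeR's adjusted p = 0.0136). LAMA2 (gene identifier 100154420, chromosome 1, 33765412 to 34359741) had a log2 fold change of 1.15 (standard error 0.269, edgeR's adjusted p = 0.0308). FGFR3, COL1A1 and PDGFD, which overlaps DDI1 on the opposite strand, were also higher in H + N, with log2 fold changes of 1.06, 1.13 and 1.11, and did not pass, at adjusted p-values of 0.0586, 0.0886 and 0.0998. Without H + N replicate 3, the value of COL1A1 was 0.75. Of the genes with negative correlations, IL4R (gene identifier 397614, chromosome 3, 19526343 to 19576792) had a log2 fold change of −1.05 (standard error 0.239, edgeR's adjusted p = 0.0288) and LAMB3 (gene identifier 100736655, chromosome 9, 133298009 to 133351162) a log2 fold change of −1.05 (standard error 0.289, edgeR's adjusted p = 0.0491) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DDIT4 (gene identifier 100153821, chromosome 14, 75117708 to 75119907) stood at 58.2 ± 1.72 and 116 ± 11.3, with an adjusted p of 0.0136 by that test and a log2 fold change of −0.99, just short of the threshold. FGF1 stood at 20.6 ± 11.4 and 41.3 ± 7.76 and did not pass (adjusted p = 0.161 by edgeR's test), and its log2 fold change was −1.53 without H + N replicate 1. Of the 18 genes that the paper names for this pathway, 9 were differentially expressed, 6 higher and 3 lower, and 17 passed when adjusted over the list alone, which is not independent evidence since the paper chose them on these samples. With 1 library left out, the number was 0 without H + N replicate 1, 1 without L − N replicate 2, L − N replicate 3 or H + N replicate 3, and 12 at the most.

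**Figure D2:**
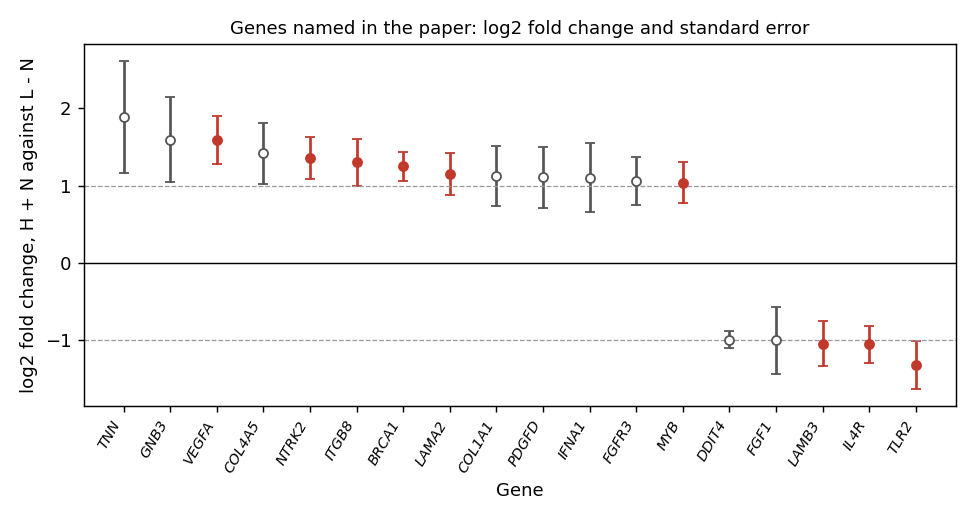
Log2 fold change of H + N against L − N (vertical axis) of the 18 genes that the paper names for the PI3K-Akt pathway (horizontal axis), with the standard error as bars, from 3 libraries per group. Filled red points are the 9 differentially expressed genes, open points the others, and the dashed lines the thresholds of 1 and −1.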

Methylphosphate exhibited significant positive correlations with *VEGFA*, *FGFR3*, *PDGFD*, *BRCA1*, *COL1A1*, *COL4A5*, and *LAMA2*, alongside significant negative correlations with *TLR2*, *DDIT4*, *FGF1*, and *IL4R*. 

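COL4A5 (gene identifier 100737091, chromosome X, 88958837 to 89183306) stood at 218 ± 130.4 CPM in H + N and 81.3 ± 27.5 in L − N (SD, n = 3 each). The libraries of the 2 groups overlapped, and a log2 fold change of 1.42 (standard error 0.394, edgeR's adjusted p = 0.0501) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass. Without H + N replicate 3 its log2 fold change was 0.84. TLR2 (gene identifier 396623, chromosome 8, 75416257 to 75428370) stood at 23.7 ± 6.00 and 59.3 ± 22.8 CPM (SD, n = 3 each), a log2 fold change of −1.32 (standard error 0.314, edgeR's adjusted p = 0.0316).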

Hydroxylysine exhibited significant positive correlations with *IFNA1*, *ITGB8*, *TNN*, *NTRK2*, *BRCA1*, *MYB*, and *LAMA2*, as well as significant negative correlations with *LAMB3*, *DDIT4*, and *IL4R*. 

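MYB (gene identifier 100152439, chromosome 1, 28819500 to 28856222) stood at 13.5 ± 2.97 CPM in H + N and 6.59 ± 1.97 in L − N (SD, n = 3 each), a log2 fold change of 1.04 (standard error 0.265, edgeR's adjusted p = 0.0392) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TNN (gene identifier 102163961, chromosome 9, 117174743 to 117244041) stood at 51.3 ± 21.6 and 13.8 ± 9.37 CPM (SD, n = 3 each) and did not pass, with a log2 fold change of 1.89 (standard error 0.724, edgeR's adjusted p = 0.119). IFNA1 (gene identifier 397686, chromosome 1, 201515835 to 201516477) stood at 3.44 ± 1.13 and 1.60 ± 0.724 CPM (SD, n = 3 each), with overlapping libraries and a log2 fold change of 1.10 (standard error 0.450, edgeR's adjusted p = 0.14). It belongs to the interferon alpha family, whose near-identical copies could share its reads. Hydroxylysine is made in collagen by the lysyl hydroxylases, and their genes were looked up as well. PLOD1 had a log2 fold change of 0.13 between H + N and L − N, PLOD2 1.02 and PLOD3, which overlaps ZNHIT1 on the opposite strand, −0.31, with adjusted p-values of 0.783, 0.114 and 0.339. The sign of PLOD1 changed between the fits that each left out 1 library, from −0.21 to 0.27.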

3-Hydroxynorvaline showed significant positive correlations with *VEGFA*, *FGFR3*, *BRCA1*, *COL1A1*, *COL4A5*, and *LAMA2*, alongside significant negative correlations with *DDIT4* and *FGF1*.

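The 10 genes FGFR3, BRCA1, IFNA1, TNN, PDGFD, GNB3, ITGB8, NTRK2, LAMA2 and MYB were all higher in H + N than in L − N, and 5 of them were differentially expressed. GNB3 (gene identifier 100154522, chromosome 5, 63863656 to 63871352) stood at 3.53 ± 1.56 CPM in H + N and 1.16 ± 0.248 in L − N (SD, n = 3 each), with a log2 fold change of 1.60 (standard error 0.552, edgeR's adjusted p = 0.0904) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In H − N, 9 of the 10 genes were higher than in L − N and 4 passed, and in L + N all 10 were higher and 4 passed. Between H + N and H − N, 6 of the 10 were higher in H + N and 0 passed, with 2 at an unadjusted p-value under 0.05. BRCA1 stood at 33.3 ± 6.03 CPM in L + N and 20.0 ± 2.77 in H − N, and NTRK2 at 50.2 ± 3.04 in L + N and 114 ± 47.8 in H − N (SD, n = 3 each). The serum values were not analysed here.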

Further correlation analysis revealed that genes in the PI3K-Akt signaling pathway, such as *FGFR3, BRCA1, IFNA1, TNN, PDGFD, GNB3, ITGB8, NTRK2, LAMA2*, and *MYB*, exhibited significant positive correlations with T-AOC and estradiol levels (Figure 7C). These findings indicated that the PI3K-Akt signaling pathway contributed to the modulation of reproductive performance by DF and NCG.

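The kinases of the pathway were read in the same libraries. Between H + N and L − N, AKT1, which the deposited table places on no chromosome, had a log2 fold change of −0.39 (standard error 0.132, edgeR's adjusted p = 0.0866) and AKT2 (gene identifier 100127478, chromosome 6, 48555785 to 48620472) a log2 fold change of 0.01 (standard error 0.117, edgeR's adjusted p = 0.969) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AKT1 overlaps a gene on the opposite strand, and the sign of AKT2 changed between the fits that each left out 1 library. PIK3CA, which shares 43446 bp with another gene on the same strand, had a log2 fold change of 0.48 (standard error 0.256, edgeR's adjusted p = 0.247). Over all 289 tested genes of the KEGG pathway, the median log2 fold change was −0.07, with 125 genes higher in H + N (limma's camera, adjusted p = 0.0893 over 15 lists), and it was −0.16 without H + N replicate 3. Over the alternatives its adjusted p from limma's gene set tests ran from 0.0428 (without that library) to 0.261 (correlation estimated per list). A list of 40 kinases and regulators of the pathway had a median of −0.12, with 12 higher (limma's camera, adjusted p = 0.0385). Its median was −0.19 without H + N replicate 3. That list, and the 18 genes that the paper names, did not pass in 4 of the 6 fits that each left out 1 library of these groups. The 18 genes had a median of 1.12, with 13 higher (limma's camera, adjusted p = 0.0385), which is not independent evidence for genes picked on these samples. These are transcript levels, and the phosphorylation of the kinases was not analysed here. The paper starts from the pathways of the genes that differ between L − N and H + N (Figure 6E), relates the PI3K-Akt genes among them to metabolites (Figure 7B) and to T-AOC and estradiol (Figure 7C), and from these correlations concludes that the pathway contributed to the effect of DF and NCG on reproductive performance.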

## 4. Discussion

Antioxidants contribute to embryo development and offspring growth by mitigating oxidative damage [27]. T-AOC in serum serves as a comprehensive indicator for assessing the overall antioxidant status of the organism. In the present study, DF and NCG supplementation significantly increased T-AOC content (Figure 1D). This finding was consistent with previous studies: NCG has been shown to attenuate oxidative stress by enhancing T-AOC and glutathione content [28]. The above finding suggested that improved antioxidant capacity, as evidenced by increased T-AOC, may contribute to enhanced reproductive performance in sows, potentially through reduction in oxidative burdens on reproductive tissues [27].

There has been a growing focus on uncovering microbial communities in various reproductive organs and elucidating their intricate interactions with host physiological processes [29,30,31]. Research on the reproductive tract microbiome has undergone a fundamental transformation over the past decades. Historically, the uterus was regarded as a sterile organ, and any detected bacteria were automatically linked to disease [32]. However, accumulating evidence has now identified distinct microbial communities within the uterus, which were dynamic across reproductive phases and played a vital role in successful reproductive outcomes [29,30,33]. In the present study, the microbiota in both endometrium and cervix was composed predominantly of Actinobacteriota, Proteobacteria, and Firmicutes A (Figure 2A), which was aligned with previous reports that have documented these phyla as the dominant phyla in female reproductive tract microbiome [33]. Furthermore, functional enrichment analysis revealed that microbiota in endometrium and cervix was primarily associated with metabolic processes, including carbohydrate metabolism, amino acid metabolism, energy metabolism, lipid metabolism, and nucleotide metabolism (Figure 2D). This suggested that the reproductive tract microbiota may act as a crucial mediator in maintaining local homeostasis, potentially influencing reproductive outcomes through its role in nutrient processing and the production of bioactive metabolites.

In the present study, high-fiber diet supplemented with NCG significantly increased abundances of *Streptomyces aureoverticillatus, Herbaspirillum huttiense*, and *Clostridium disporicum* (Figure 2E,F). Among these microbes, *Clostridium disporicumis* warrants particular attention, as several species within the *Clostridium* genus have been shown to possess probiotic properties, including antioxidant and anti-inflammatory activities [34]. Furthermore, the chemoorganotrophic nature of *Clostridium* enables them to metabolize complex substrates, generating beneficial short-chain fatty acids such as acetate, propionate, and butyrate [26]. These microbial metabolites are modulators of host immune responses [26]. Importantly, prior research indicated that higher relative abundances of *Clostridium* species were associated with sows displaying superior reproductive performance [35], suggesting a potential link between uterine microbiota composition and enhanced reproductive outcomes. Complementing these microbial findings, network analysis in the present study revealed that changes in KO within the endometrium and cervix were primarily concentrated in key pathways including metabolism, cell cycle regulation, and mismatch repair (Figure 2G,H). The mismatch repair system is a critical defender against genomic instability and oxidative stress, often triggered by environmental stressors and DNA replication errors [36]. The observed differential KO may reflect variations in cellular stress levels or metabolic demands, which could subsequently affect uterine responses to reproductive challenges. Furthermore, these results supported existing studies linking greater reproductive capacity to higher metabolic burden, likely from increased oxidative stress and energy demands [37].

Microbiota modulates host homeostasis through a diverse array of metabolites [38]. The current study found that significantly increased metabolites in the uterus induced by H + N intervention were predominantly enriched in various amino acid metabolisms and energy metabolism (Figure 3H,I), which was consistent with previous studies [10,39]. Notably, ROC curve analysis revealed that hydroxylysine exhibited perfect discriminatory performance between the L − N and H + N groups (Figure 4C), indicating that H + N administration significantly altered the abundance of hydroxylysine. Hydroxylysine, an amino acid produced through lysine hydroxylation, serves as a critical component of collagen [40]. This modified amino acid plays a fundamental role in stabilizing collagen fiber cross-linking and facilitating triple helix structure formation, thereby maintaining the mechanical integrity and elasticity of connective tissues [41]. In the female reproductive system, collagen is widely distributed across tissues, including the endometrium, cervix, ovaries, and placenta [42]. A potential mechanism underlying the significant increase in hydroxylysine in the H + N group involves the action of short-chain fatty acids (SCFAs). SCFAs are produced via microbial fermentation of DF and may indirectly promote collagen metabolism [43]. Concurrently, NCG supplementation potentially provides more abundant substrates and optimizes the metabolic environment for collagen synthesis (containing hydroxylysine) by enhancing nitrogen metabolism and overall protein synthesis efficiency [44]. Of particular interest, *Clostridium disporicum* demonstrated significant positive correlations with hydroxylysine. Furthermore, both *Clostridium disporicum* and hydroxylysine exhibited significant positive correlations with T-AOC and estradiol levels (Figure 5A,C). These findings suggested that *Clostridium disporicum* may enhance systemic antioxidant status through modulation of hydroxylysine metabolism [34]. The improvement in redox balance potentially created a more favorable microenvironment for estradiol to exert their normal physiological function.

Transcriptomics analysis was performed to investigate the molecular mechanisms through which DF and NCG enhance reproductive efficiency. In the present study, the synergistic effects of the combined high-fiber diet and NCG intervention were predominantly mediated by phosphatidylinositol 3-kinase (PI3K)-Akt signaling pathway (Figure 6E), which is a key regulator involved in antioxidant [45], metabolism [46], immune [47], and reproduction [48]. In alignment with our findings, previous studies have demonstrated that DF supplementation exerted antidiabetic effects by activating the PI3K-Akt signaling cascade [49]. Similarly, NCG supplementation has been shown to enhance reproductive outcomes by promoting phosphorylation and activation of the PI3K pathway [50]. Notably, significant positive correlations were identified between hydroxylysine and the expression of genes associated with the PI3K-Akt signaling pathway (Figure 7B). These correlations suggested that hydroxylysine may function as an upstream modulator, potentially influencing PI3K-Akt activation through receptor-mediated signaling mechanisms or epigenetic regulation of gene expression. Activation of the PI3K-Akt pathway enhances antioxidant capacity [45], thereby maintaining uterine homeostasis by improving endometrial receptivity, promoting vascularization, and optimizing the local microenvironment for embryo implantation and pregnancy [50]. Together, these results suggested that combined supplementation with fiber and NCG improved uterine health and reproductive performance via the PI3K/Akt signaling pathway.

In summary, the objectives set for the present study were fully met. We aimed to investigate the synergistic effects of H + N on reproductive efficiency in gestating sows, and to reveal the underlying mechanisms via multi-omics analyses of uterine microbiota, metabolites, and transcriptome profiles. As demonstrated in the results, the combined H + N intervention significantly improved serum reproductive hormone levels and antioxidant capacity, reshaped the uterine microbial community (especially increasing the abundance of *Clostridium disporicum*), modulated key metabolites including hydroxylysine, and activated the PI3K-Akt signaling pathway in the endometrium. These changes collectively contributed to enhanced reproductive performance, which fully validated our research hypotheses and accomplished all stated objectives.

## 5. Conclusions

This study revealed that H + N is an effective nutritional strategy for enhancing reproductive performance in gestating sows. Multi-omics analyses revealed that H + N intervention significantly increased the abundance of *Clostridium disporicum* and metabolite hydroxylysine, concurrently activating PI3K-Akt signaling pathway. These changes were closely associated with serum estradiol and T-AOC levels in sows. The enhanced uterine antioxidant status helped alleviate oxidative stress, maintain endometrial homeostasis, and support normal folliculogenesis and hormone secretion, thereby creating a favorable uterine microenvironment for embryo implantation and pregnancy maintenance. Collectively, H + N modulated uterine microbiota–metabolite–transcriptome axis, strengthened antioxidant capacity, optimized reproductive hormone profiles, and ultimately improved the reproductive efficiency of sows. These findings provide a nutritional basis and mechanistic support for using high-fiber diets combined with NCG to improve reproductive outcomes in sow production.

## Figures and Tables

**Figure 1:**
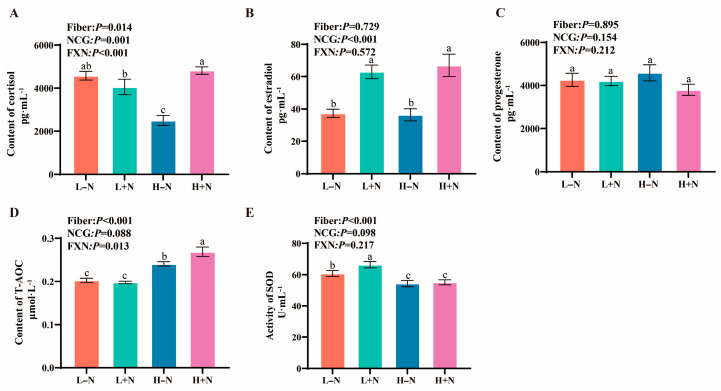
Effects of dietary fiber and N-carbamylglutamate on serum sex hormones and antioxidant level in pregnant sows. (**A**–**C**): Comparisons of serum sex hormones among treatment groups (L − N, L + N, H − N, and H + N): (**A**) content of cortisol (pg·mL^−1^), (**B**) content of estradiol (pg·mL^−1^), and (**C**) content of progesterone (pg·mL^−1^). (**D**,**E**): Comparisons of total antioxidant capacity (T-AOC; μmol·L^−1^) and activity of superoxide dismutase (SOD; U·mL^−1^) among treatment groups (L − N, L + N, H − N, and H + N). F: fiber; NCG: N-carbamylglutamate; L − N: low-fiber diet without NCG; L + N: low-fiber diet supplemented with NCG; H - N: high-fiber diet without NCG; H + N: high-fiber diet supplemented with NCG. FXN: interaction between fiber and NCG. ^a–c^ Values with different superscript letters (a–c) indicate significant differences among treatments (*p* < 0.05), while values sharing the same letter indicate no significant difference (*p* > 0.05).

**Figure 2:**
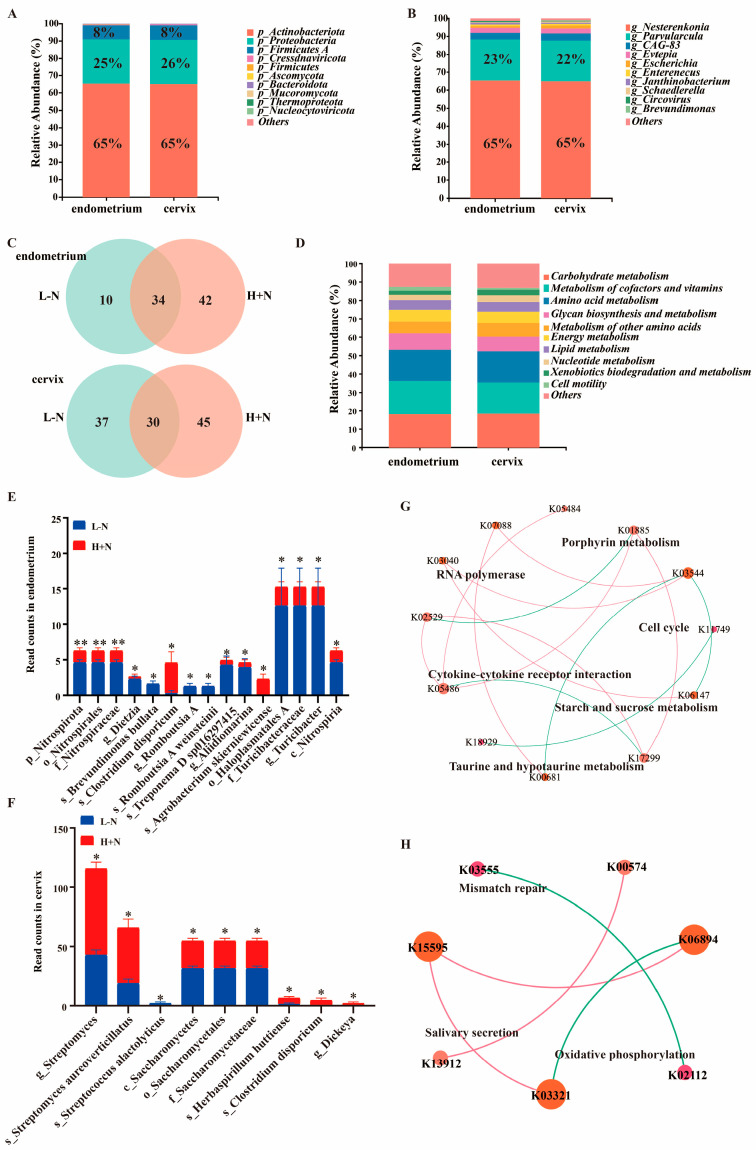
Effects of dietary fiber and N-carbamylglutamate on uterine microorganisms. (**A**,**B**): Bar charts depicted microbial composition at phylum (**A**) and genus (**B**) levels in endometrium and cervix. (**C**): Venn diagram illustrated number of unique and shared microorganisms at species level between L − N and H + N groups in endometrium and cervix. (**D**): Bar chart depicted microbial functions in endometrium and cervix. (**E**,**F**): Read counts of differentially abundant microorganisms between L − N and H + N groups in endometrium (**E**) and cervix (**F**). (**G**,**H**): Highly correlated network of significantly changed KEGG Orthology (KO) of metagenome between L − N and H + N groups in endometrium (**G**) and cervix (**H**). *p* < 0.05, Spearman’s |r| > 0.9. L − N: low-fiber diet without N-carbamylglutamate (NCG); L + N: low-fiber diet supplemented with NCG; H − N: high-fiber diet without NCG; H + N: high-fiber diet supplemented with NCG. Asterisks indicate the level of statistical significance: * *p* < 0.05 and ** *p* < 0.01.

**Figure 3:**
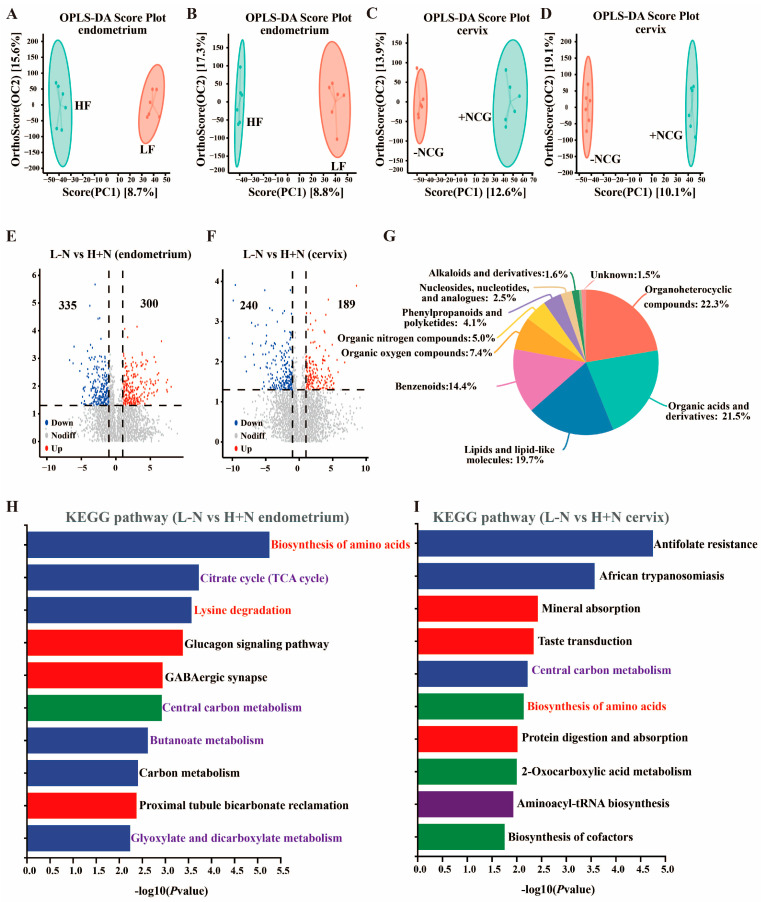
Effects of dietary fiber and N-carbamylglutamate on uterine metabolites. (**A**–**D**): OPLS-DA plots illustrated variations in metabolite composition between LF and HF groups, as well as between −NCG and +NCG groups in endometrium and cervix. (**E**,**F**): Volcano plots depicted differentially abundant metabolites between L − N and H + N groups in endometrium (**E**) and cervix (**F**). (**G**): Pie chart revealed compositional distribution of metabolites in the endometrium. (**H**,**I**): KEGG pathway enrichment analysis of differentially abundant metabolites between L − N and H + N groups in endometrium and cervix. OPLS-DA: Orthogonal Partial Least Squares—Discriminant Analysis; LF: low fiber; HF: high fiber; −NCG: without N-carbamylglutamate (NCG) supplementation; +NCG: with NCG supplementation; L − N: low-fiber diet without NCG; H + N: high-fiber diet supplemented with NCG.

**Figure 4:**
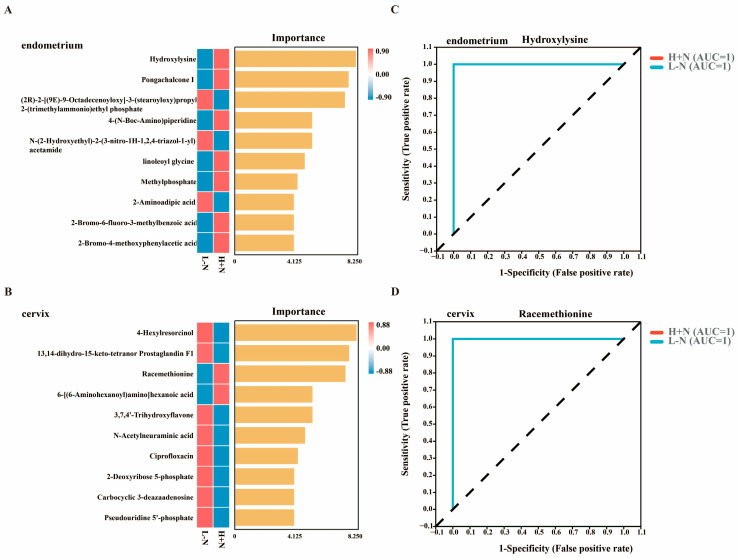
Biomarker identification and ROC analysis in endometrium and cervix following high fiber and N-carbamylglutamate supplementation. (**A**,**B**): Random forest models for biomarker identification in endometrium (**A**) and cervix (**B**). (**C**,**D**): Receiver Operating Characteristic (ROC) curve analysis of hydroxylysine (**C**) and racemethionine (**D**). AUC: area under the curve; L − N: low-fiber diet without N-carbamylglutamate; H + N: high-fiber diet supplemented with N-carbamylglutamate.

**Figure 5:**
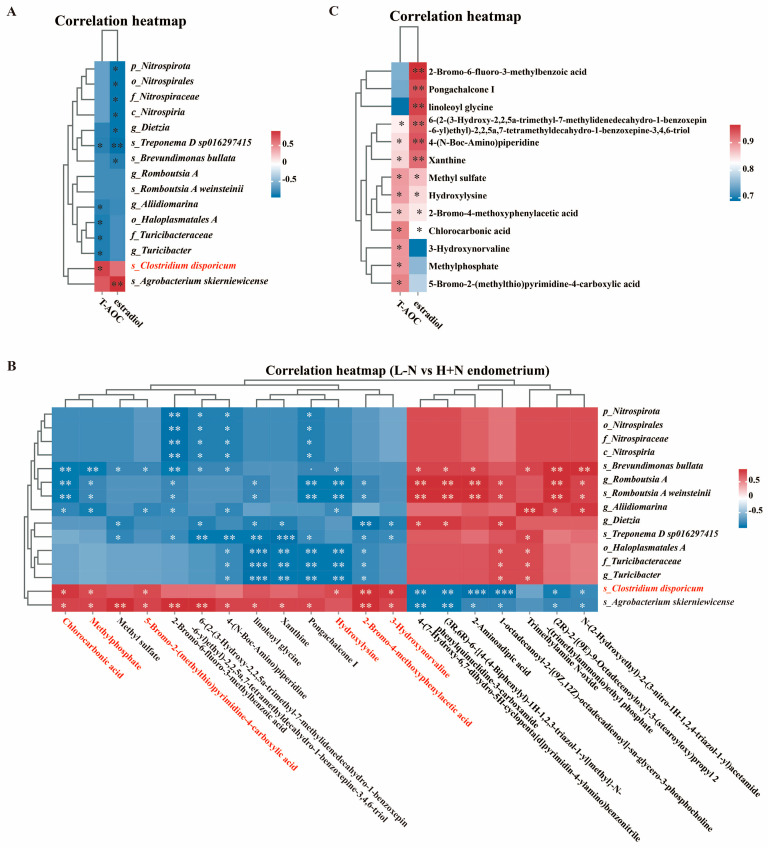
Correlation analysis among metagenomics, metabolomics data, and serum indicators. (**A**): Correlation analysis between top 15 differentially abundant microorganisms and serum indicators. (**B**): Correlation analysis between top 15 differentially abundant microorganisms and top 20 differentially abundant metabolites in endometrium. (**C**): Correlation analysis between differentially abundant metabolites and serum indicators. T-AOC: total antioxidant capacity; L − N: low-fiber diet without N-carbamylglutamate; H + N: high-fiber diet supplemented with N-carbamylglutamate. Asterisks indicate the level of statistical significance: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
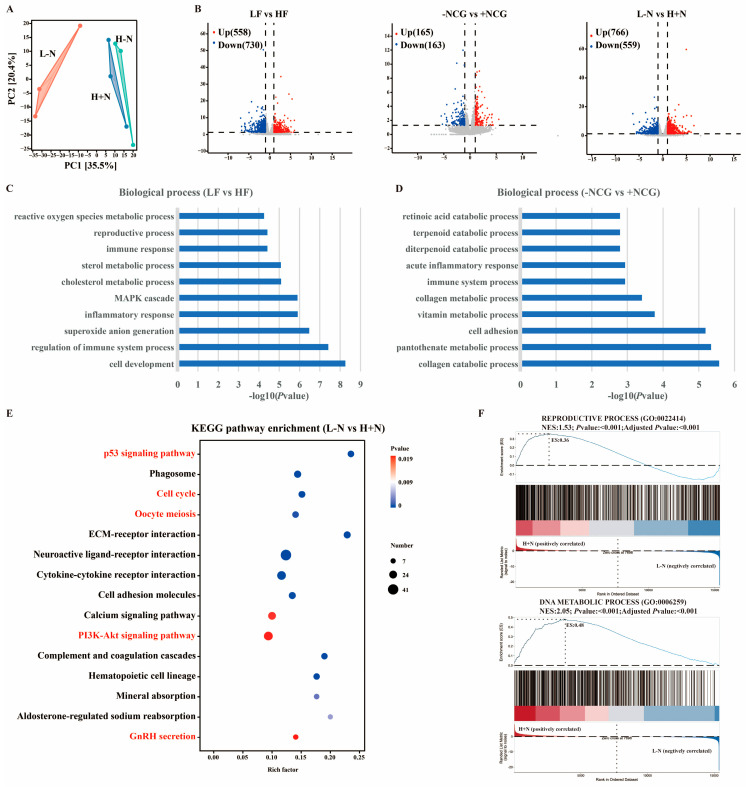
Effects of dietary fiber and N-carbamylglutamate on mRNA expression profiles in endometrium. (**A**): Principal component analysis (PCA) illustrated variations in mRNA expression among L − N, H − N, and H + N groups. (**B**): Volcano plot depicted differentially expressed mRNA between LF and HF groups, between −NCG and +NCG groups, as well as between L − N and H + N groups, respectively. (**C**,**D**): Biological enrichment analysis of differentially expressed mRNA between LF and HF groups (**C**), as well as between −NCG and +NCG groups (**D**). (**E**): KEGG pathway enrichment analysis of differentially expressed mRNA between L − N and H + N groups. (**F**): Gene Set Enrichment Analysis (GSEA) of differentially expressed mRNA between L − N and H + N groups. LF: low fiber; HF: high fiber; −NCG: without N-carbamylglutamate supplementation; +NCG: with N-carbamylglutamate supplementation; L − N: low-fiber diet without NCG; H − N: high-fiber diet without NCG; H + N: high-fiber diet supplemented with NCG; KEGG: Kyoto Encyclopedia of Genes and Genomes.

**Figure 7:**
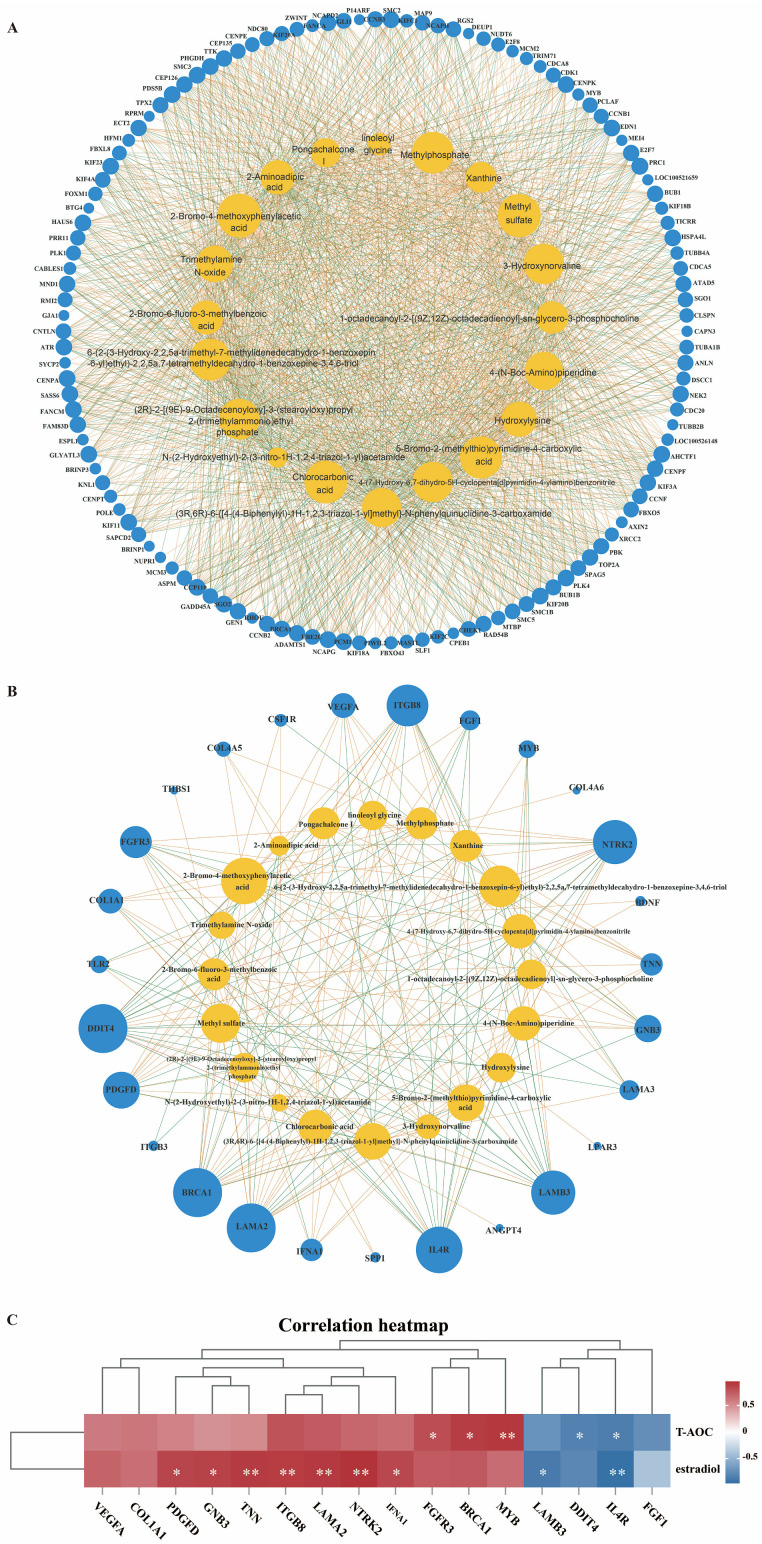
Correlation analysis among transcriptome, metabolomics data, and serum indicators. (**A**): Network diagram illustrated correlation between TOP20 differential metabolites and differential genes in cell cycle signaling pathway. (**B**): Network diagram illustrated correlation between TOP20 differential metabolites and differential genes in PI3K-Akt signaling pathway. (**C**): Correlation analysis between differential genes from PI3K-Akt pathways and serum indicators. Asterisks indicate the level of statistical significance: * *p* < 0.05, ** *p* < 0.01.

**Table 1:** Ingredients and chemical composition of basal diets (air-dry basis).

Items	Groups			
	H − N	H + N	L − N	L + N
Diet ingredients				
Corn	14.30	14.30	28.60	28.60
Hulled barley	45.00	45.00	45.00	45.00
Soybean meal	9.80	9.80	10.20	10.20
Rice bran meal	10.00	10.00	10.00	10.00
Soybean bran	9.00	9.00	0.00	0.00
Beet pulp	5.00	5.00	0.00	0.00
Soybean oil	0.90	0.90	0.00	0.00
Premix ^a^	3.00	3.00	3.00	3.00
Salt	0.40	0.40	0.40	0.40
Limestone	0.72	0.72	0.92	0.92
Dicalcium phosphate	1.65	1.65	1.65	1.65
Lysine hydrochloride	0.16	0.16	0.18	0.18
Methionine	0.01	0.01	0.00	0.00
Threonine	0.01	0.01	0.00	0.00
N-carbamylglutamate	0.00	0.05	0.00	0.05
Zeolite podwer	0.05	0.00	0.05	0.00
Total	100	100	100	100
Chemical composition ^b^				
DE, MCal·kg^−1^	3.06	3.06	3.06	3.06
CP, %	12.73	12.73	12.73	12.73
CF, %	7.46	7.46	3.73	3.73
NDF, %	20.09	20.09	13.71	13.71
ADF, %	9.85	9.85	5.07	5.07
Ca, %	0.76	0.70	0.65	0.73
AP, %	0.45	0.45	0.45	0.45
TD-Lys, %	0.60	0.60	0.60	0.60
TD-(Met + Cys), %	0.35	0.35	0.35	0.35
TD-Thr, %	0.42	0.42	0.42	0.42
TD-Trp, %	0.12	0.12	0.12	0.12

L − N: low-fiber diet without N-carbamylglutamate (NCG), L + N: low-fiber diet supplemented with NCG, H − N: high-fiber diet without NCG, H + N: high-fiber diet supplemented with NCG, CP: crude protein, CF: crude fiber, NDF: neutral detergent fiber, ADF: acid detergent fiber, Ca: calcium, AP: available phosphorus, TD-Lys: true digestible lysine, TD-(Met + Cys): true digestible methionine + cystine, TD-Thr: true digestible threonine, TD-Trp: true digestible tryptophan. ^a^ The premix provided the following per kg of diets: vitamin A 6000 IU, vitamin D3 3000 IU, vitamin E 30 IU, vitamin K3 2.5 mg, vitamin B1 3.0 mg, vitamin B2 4.0 mg, vitamin B6 4.0 mg, biotin 0.2 mg, folic acid 2.0 mg, nicotinic acid 20.0 mg, pantothenic acid 18.0 mg, Cu (as copper sulfate) 20.0 mg, Fe (as ferrous sulfate) 120 mg, Mn (as manganese sulfate) 50 mg, Zn (as zinc sulfate) 80 mg, KI (as potassium iodide) 0.5 mg, Se (as sodium selenite) 0.3 mg. ^b^ Contents of CP, CF, NDF, ADF, and Ca were determined experimentally, whereas the remaining nutritional components were calculated based on the Nutrient Requirements of Swine (GB/T 39235-2020 [25]).

## Data Availability

The metagenomics sequencing data are available in the NCBI Sequence Read Archive (SRA) under accession number PRJNA1378466. The metabolomics data are available in the MetaboLights database under accession numbers MTBLS13627 and MTBLS13635. The RNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE314489.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15050542/s1.

# Supplementary material for: High-Fiber Diet Supplemented with N-Carbamylglutamate Modulates Uterine Microbiota, Metabolites, and Transcriptome to Improve Reproductive Efficiency in Sows
**Source:** Antioxidants (Basel). 2026 Apr 24;15(5):542. doi: 10.3390/antiox15050542
**Supplement:** Supplementary file 1

**Figure S1. Dietary fiber and N-carbamylglutamate-induced modulations in uterine microbiota**

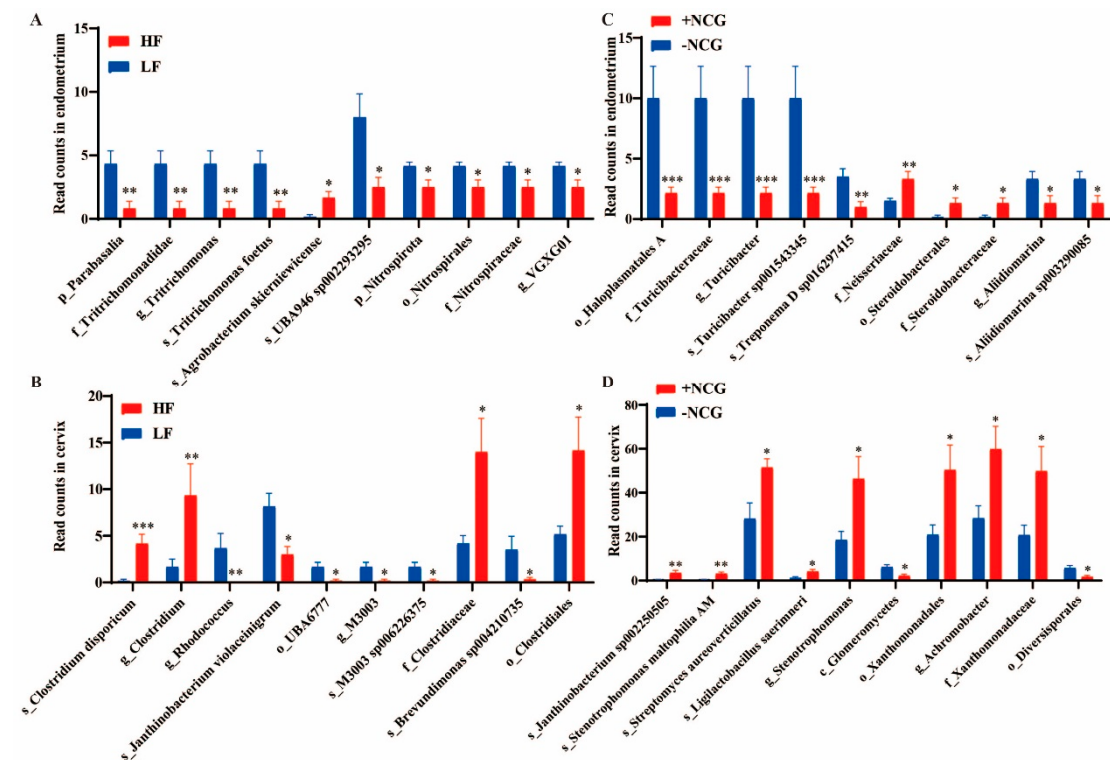

A-B: Read counts of differentially abundant microorganisms induced by dietary fiber in endometrium and cervix.

C-D: Read counts of differentially abundant microorganisms induced by N-carbamylglutamate in endometrium and cervix.

LF: low fiber; HF: high fiber; -NCG: without N-carbamylglutamate supplementation; +NCG: with N-carbamylglutamate supplementation.

**Figure S2. Quantitative and functional analysis of differentially abundant metabolites induced by dietary fiber and N-carbamylglutamate**

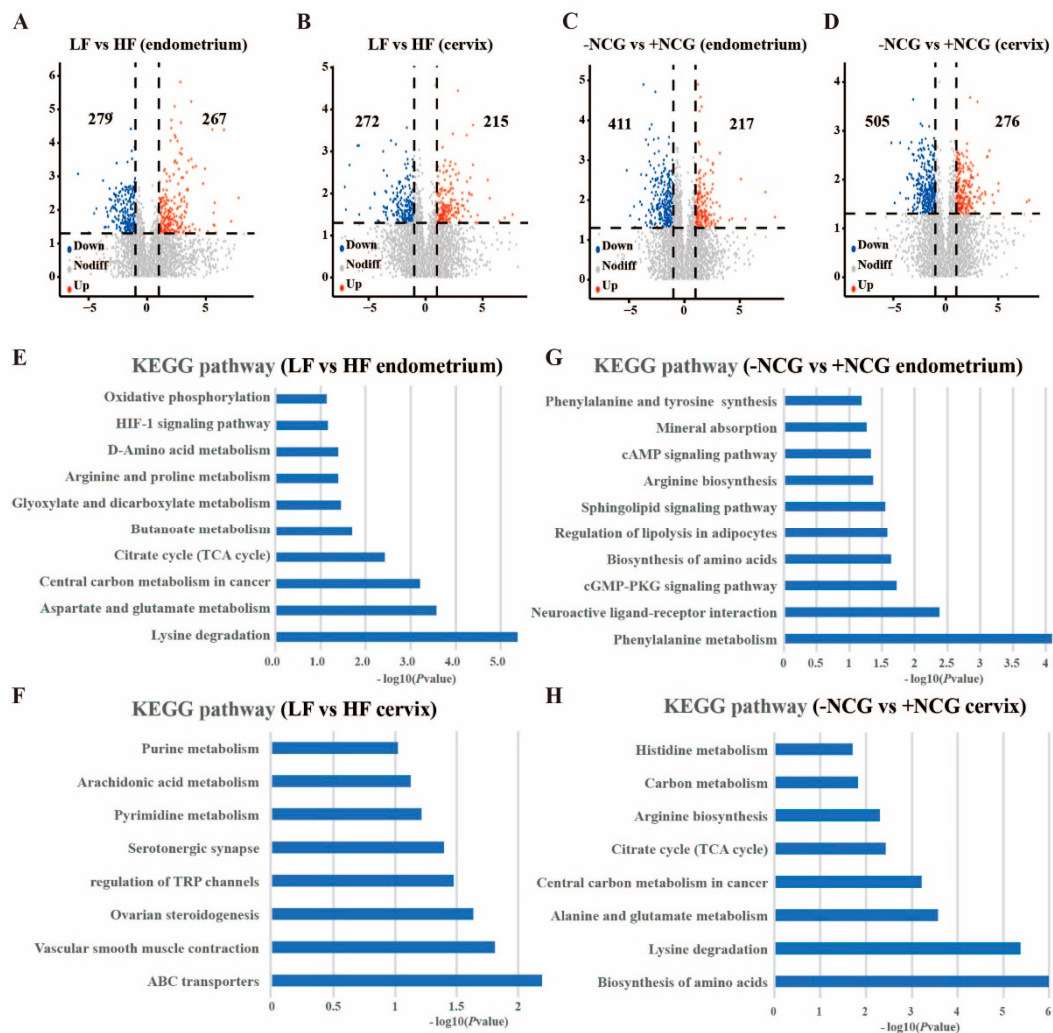

A-D: Volcano plots depicted differentially abundant metabolites between LF and HF groups, as well as between -NCG and +NCG group in endometrium and cervix.

E-F: KEGG pathway enrichment analysis of differentially abundant metabolites between LF and HF groups in endometrium (E) and cervix (F).

G-H: KEGG pathway enrichment analysis of differentially abundant metabolites between -NCG and +NCG groups in in endometrium (G) and cervix (H).

LF: low fiber; HF: high fiber; -NCG: without N-carbamylglutamate supplementation; +NCG: with N-carbamylglutamate supplementation.

How the deposited data were processed for this re-analysis (not part of the article)

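RNA of endometrium was measured in 12 sows, 3 in each of L − N, L + N, H − N and H + N, at the end of a feeding period of 114 days. The libraries were assigned to groups by their deposited titles, which carry a code for fiber and NCG and a replicate number. The replicate numbers link no animals between groups.

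The authors deposited one table with a read count and an FPKM value for each gene and library, the gene's coordinates on Sscrofa11.1, and its KEGG and Gene Ontology annotation. The counts are the authors' reads counted per gene, without normalization. The FPKM values, as deposited, were made by the authors from these counts, the gene length and the library total, and differ from that calculation by at most 7.4e-07 percent. The paper describes Trizol extraction, strand-specific poly(A) libraries and Illumina sequencing, and its text names no aligner, counting tool or counting strand. The counts were used for every test here, and the FPKM values only for that comparison. All genes of the table were found in the RefSeq annotation of the pig, 20663 with the same start and end. In the table, 54 genes share their name with another gene, 7832 genes carry a KEGG pathway and 14733 a Gene Ontology biological process.

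The analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed by filterByExpr on the 4 groups, which left 15351 genes. Counts were scaled by TMM, and a quasi-likelihood model with one mean per group was fitted to all 12 libraries. Comparisons were contrasts of these means. HF against LF is the mean of H − N and H + N minus the mean of L − N and L + N, NCG is the same for L + N and H + N against L − N and H − N, and the interaction is the effect of NCG on the high-fiber diet minus its effect on the low-fiber diet. A gene was counted as differentially expressed at an adjusted p-value under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1, which are the thresholds of the paper. CPM values use the TMM factors, and log2 values a prior count of 2. A group was taken to be at the floor for a gene when none of its libraries had more than 3 counts.

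The total counts ranged from 14369781 to 19309724 per library. The 10 most abundant genes held 6.49% to 9.41% of the counts. Between pairs of replicates, the chi-square per gene was 25.1 to 110 (1 is expected from counting error alone), so the spread between animals, with a biological coefficient of variation of 0.269, and not the depth limits the precision. The method was tested on 5 simulated data sets with 3 libraries per group in which 200 of 15351 genes were changed by 2 on the log2 scale. The edgeR test found 80.4% of the changed genes with 7.2 false calls on average. DESeq2 on 2 groups alone found 86.0% with 41.8 false calls, and with unadjusted p-values 94.1% with 183.6 false calls. The test of gene lists called 0 of 15 lists in these data sets. Other splits of the real H + N and L − N libraries gave more, with a median of 3 gene lists and 5 marker lists past the threshold. Other regroupings for HF and for NCG had a median of 3 gene lists. The simulated sets therefore do not show how often camera calls a list by chance in the real libraries.

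Genes are named by a rule fixed before the data were examined, like the comparisons, thresholds, gene lists and most alternatives. It takes every gene that the text of the paper names, the 5 differentially expressed genes with the highest and the 5 with the lowest log2 fold change of H + N against L − N (with a symbol, a mean of at least 1 CPM in the higher group and no overlap between the groups), the 3 genes with the smallest adjusted p in each direction for HF, NCG and the interaction, and 12 genes chosen for their function (among them the lysyl hydroxylases PLOD1, PLOD2 and PLOD3, the kinases AKT1, AKT2 and PIK3CA, SOD1, SOD2, CAT and MKI67, while the others are not reported here). NBL1 in HF against LF was named after its values were seen, because it completes the 4 differentially expressed genes. A gene that overlaps another gene is named with that limit, since the counting strand is not known.

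Gene lists were tested with camera of limma on voom values, with the preset correlation of 0.01 and Benjamini-Hochberg adjustment over 15 lists. The lists are the PI3K-Akt, p53, cell cycle, oocyte meiosis and GnRH secretion pathways, superoxide anion generation, collagen catabolism and the acute inflammatory response with the members given in the deposited annotation, and lists written from general knowledge for the kinases and regulators of PI3K-Akt, DNA replication and mitosis, antioxidant enzymes, cholesterol synthesis, lysyl hydroxylation and collagen crosslinking, retinoic acid and pantothenate metabolism, and the genes that the paper names. In addition, 13 marker lists were tested apart from these, for luminal and glandular epithelium, ciliated epithelium, stroma, smooth muscle, endothelium, macrophages, neutrophils, T and NK cells, B and plasma cells, erythroid cells, placenta and trophoblast, steroidogenic cells of the ovary, and immediate early and stress genes. The last of these was written after the leading genes had been seen. Y chromosome genes were summed per library. Fisher's exact test (one-sided) was run for the differentially expressed genes over 330 KEGG pathways and 3138 Gene Ontology biological processes as annotated, against all genes tested. Parent terms were not filled in.

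Principal components were computed on centered log2 CPM, and the share of the sum of squares between groups was tested by exact permutation. The alternatives were RLE in place of TMM, no filter, a filter of 10 counts in every library, the replicate number as a block, the adjusted p-value without a fold change threshold, DESeq2 in place of edgeR, edgeR or DESeq2 on the compared libraries alone, camera with a correlation estimated per list, fry in place of camera, and each of the 12 libraries left out in turn. For the principal components they were all 12 libraries, the 500 most variable genes, unit variance and a prior count of 0.5. DESeq2 on the compared libraries alone with unadjusted p-values, the tests over all annotated pathways and terms, and variance-stabilized values for the principal components were added after the data were seen. A bias with GC content was not analysed here, and the metabolite, serum and litter data were not used here.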

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

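Of the tests in this part, those of a single L − N library for H + N and for H − N, of a mislabelled L − N library and of the marker lists with each library left out were chosen only after the result was seen, and the list of immediate early and stress genes was written after the leading genes had been seen.

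For the transcripts of the endometrium, the paper's text and Figure 6 show no comparison of L + N with L − N and leave L + N out of the principal component analysis, yet this comparison gave 613 differentially expressed genes. In the 3 comparisons with L − N, many genes differed. By edgeR's test, neither H + N against H − N nor H + N against L + N gave a differentially expressed gene. They had 1331 and 719 genes at an unadjusted p-value under 0.05, and DESeq2 on all libraries gave 26 for the former. H − N was not compared with L + N gene by gene. Differences between their means held 32.2% of the sum of squares, and only the real split of 10 reached it. The number for L + N against L − N was 911 without L − N replicate 1, 143 without L − N replicate 3 and 183 without L + N replicate 2. Several technical explanations are argued against by the tables. After a correction for transcript length in each library, 477 of the 613 genes were still differentially expressed, and after thinning all libraries to the smallest total 584 were. The use of the same L − N libraries in the 3 comparisons also correlates their fold changes, and its share cannot be decided. The smallest correlation was 0.686, and the simulations without an effect reached at most 0.536. Those simulations drew each gene by itself, with the same spread in all groups. In the real libraries the spread differed, with a chi-square per gene of 25.1 for L + N replicates 1 and 2 and 110 for L − N replicates 1 and 2. For L + N, no single L − N library carries the whole result, since the fit with the fewest genes still gave 143.

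Other explanations stay open. For H + N and H − N, a single L − N library could carry the number of genes, which was 4 and 6 without L − N replicate 3, against 948 and 1120 without L − N replicate 1. Single libraries of the other groups weigh as much, as the numbers were 1 without H + N replicate 1 and 0 without H − N replicate 1. The loss of a library also weakens the test by itself, so low numbers cannot show that a single library carried the difference. A mislabelled L − N library is also open. L − N replicate 1 lay as far from the 2 other L − N libraries as from the 9 libraries of the other groups, with a ratio of the mean distances of 1.02, while the 2 others were 73.8 apart and this library's mean distance to the 9 was 97.2. If that library belonged to another group, the differences would be larger than reported, since leaving it out raised the numbers. Blood in the tissue is open too. The hemoglobin genes overlapped, with 295 CPM in the highest library outside L − N and 57.9 in the lowest of L − N, but erythroid cells (4 genes tested) were lower than in L − N in H − N (median −2.78, limma's camera, adjusted p = 0.0258, passed in 10 of the 12 fits that each left out 1 library) and in L + N (−3.04, adjusted p = 0.0413, passed in 5 of 12), and in H + N did not pass (−1.02, adjusted p = 0.280, and −0.50 without L − N replicate 1). With genes at the floor set to their bound, the median in L + N was −2.80. Fetal tissue was not excluded either, as the Y chromosome genes had 0 counts in all libraries, but only 2 of these genes are in the table.

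A different mix of tissue layers or cell types cannot be told apart from a change within cells, because 3 marker lists (ciliated epithelium, endothelium and macrophages) passed in the same direction in the 3 comparisons with L − N, yet 9 of the 10 splits of the H + N and L − N libraries gave as many marker lists past the threshold. Macrophage markers (11 genes tested, 1 of them in another list) had medians of −1.06 in H + N and −1.59 in H − N, were also lower in L + N (limma's camera, adjusted p = 0.000834), and the most abundant, C1QC, stood at 648 CPM in L − N and 312 in H + N. Ciliated epithelium (10 genes tested) had medians of 0.91, 1.01 and 0.58, with FOXJ1 at 56.4 CPM in L − N and 69.9 in H + N; in H + N the median was 0.26 without H + N replicate 2, 0.54 without L − N replicate 2 and 1.38 without L − N replicate 1, in H − N 0.67 without L − N replicate 2 and 1.53 without L − N replicate 1, and in L + N 0.26 without L − N replicate 2 and 0.98 without L − N replicate 1. Endothelium (11 genes tested, 3 of them in another list) had medians of −0.27, −0.39 and −0.46, with VWF at 415 CPM in L − N and 333 in H + N; in H + N the median was −0.47 without H + N replicate 2, −0.15 without H + N replicate 3 and −0.16 without L − N replicate 1. Of the 12 fits that each left out 1 library, the macrophage list passed in 12 in each of the 3 comparisons, the ciliated epithelium list in 10, 12 and 10, and the endothelium list in 7, 11 and 12. Tissue handling at sampling stays open for another reason, as the immediate early and stress genes were lower than in L − N in H − N (median −0.59, limma's camera, adjusted p = 0.000492) and L + N (−0.36, adjusted p = 0.0114), but not past the threshold in H + N (−0.11, adjusted p = 0.302). Single libraries weigh on these medians. In H − N it was −0.31 without H − N replicate 1, −0.38 without H − N replicate 2 and −0.39 without L − N replicate 2, and passed in 12 of 12 fits. In L + N it was −0.20 without L − N replicate 2 and passed in 10 of 12, and in H + N it was −0.19 without L − N replicate 3, −0.16 without H + N replicate 3 and −0.01 without L − N replicate 2. An effect of fiber and of NCG on the endometrium, which the design names, is open as well.

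The effect of NCG differed between the diets for 11 lists when the interaction was tested with camera, among them 3 of the 15 lists and 8 of the 13 marker lists. On the high-fiber diet, relative to the low-fiber diet, NCG shifted the median log2 fold change of DNA replication and mitosis by −0.47 (limma's camera, adjusted p = 2.42e-10, 13 of 98 genes higher), of antioxidant enzymes by 0.17 (adjusted p = 0.0399, 19 of 36 genes higher) and of cholesterol synthesis by −0.89 (adjusted p = 0.000764, 1 of 23 genes higher). Without L − N replicate 2 the value for DNA replication and mitosis was −0.72, and without H − N replicate 3 that for cholesterol synthesis was −0.28. The antioxidant list did not pass in 4 of the 12 fits that each left out 1 library, with values from 0.12 to 0.21. None of the 3 held under fry or with an estimated correlation. As many lists passed in 47 of 100 regroupings of the libraries, and 37 of 100 gave a shift of DNA replication and mitosis as far from 0, so chance may account for these values. For the genes one by one, the interaction gave 0 differentially expressed genes by edgeR's test and 1967 at an unadjusted p-value under 0.05. DESeq2 on all libraries gave 184, and edgeR without L − N replicate 1 gave 346.

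The marker lists moved by −0.68 for luminal and glandular epithelium (16 genes tested; CDH1 at 446, 528, 792 and 471 CPM in L − N, L + N, H − N and H + N), −0.71 for ciliated epithelium, 1.29 for smooth muscle (10 genes tested; MYH11 at 838, 443, 449 and 537 CPM), 0.57 for endothelium, 1.42 for macrophages, −6.03 for neutrophils (7 genes tested, 1 of them in another list; CSF3R at 16.0, 20.7, 19.6 and 5.50 CPM), 5.32 for erythroid cells (4 genes tested; HBB at 431, 52.4, 38.5 and 172 CPM) and 0.72 for immediate early and stress genes (29 genes tested, 2 of them in another list; KLF6 at 232, 164, 119 and 154 CPM). With genes at the floor set to their bound, the medians were −5.35 for neutrophils and 4.45 for erythroid cells. The values depended on single libraries for luminal and glandular epithelium (−0.40 without H − N replicate 3), ciliated epithelium (−1.21 without H + N replicate 2, −1.10 without L − N replicate 1 and −0.36 without L − N replicate 2), smooth muscle (0.50 without L − N replicate 1), endothelium (0.38 without H + N replicate 2) and neutrophils (−3.04 without H − N replicate 3). Of these 8 lists, 0 held under fry, and 10 of 100 regroupings of the libraries gave as many, so that a difference in the mix of cells between single sows may account for them as well as the diets.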

How the results depend on the processing

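The tests with unadjusted p-values and the variance-stabilized values were chosen only after the result was seen. Where a result changed, the cause was not tested unless it is given.

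Of the 341 values of the leading results under the alternatives, 243 kept their direction and their side of the threshold, 63 became weaker, 33 stronger and 2 reversed. Of 1784 further values, 1382 kept both, 263 became weaker, 63 stronger and 76 reversed.

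The number of differentially expressed genes, 549 for H + N against L − N, ran from 1 (without H + N replicate 1) to 948 (without L − N replicate 1) over the fits that each left out 1 library. It ran from 0 (without L + N replicate 1 and others) to 331 (without L − N replicate 1) for HF against LF, from 157 (without L + N replicate 2) to 340 (without L − N replicate 2) for NCG, from 0 (without H − N replicate 1) to 1120 (without L − N replicate 1) for H − N against L − N, from 143 (without L − N replicate 3) to 911 (without L − N replicate 1) for L + N against L − N, and from 0 to 346 (without L − N replicate 1) for the interaction. For H + N against H − N it was 0 in all of these fits. Of the 15 lists, 3 (without H + N replicate 1) to 7 passed, of the marker lists 2 (without L − N replicate 1) to 6 (without L − N replicate 2), and of the genes that the paper names 0 (without H + N replicate 1) to 12 (without H − N replicate 3). The share between groups ran from 37.0% (without L − N replicate 3) to 48.1% (without L − N replicate 1), with an exact p of 0.0571 at most.

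With RLE in place of TMM, 22 of 23 leading and 106 of 112 further results kept direction and threshold. Oocyte meiosis (0.088) and, in HF, GnRH secretion (−0.062), superoxide anion generation (−0.38) and collagen catabolism (−0.34) became weaker, and p53 signaling in HF (−0.0044), antioxidant enzymes in HF (−0.0065) and AKT2 (−0.0071) reversed, all near 0. With no filter the numbers of genes stayed within 1.5 times, with 508 for H + N against L − N and 588 for L + N against L − N. With 10 counts in every library, HF gave 7 genes, 1 marker list passed, oocyte meiosis (0.082) became weaker, and retinoic acid and pantothenate metabolism (0.044), p53 signaling in HF (−0.023), antioxidant enzymes in HF (−0.019), retinoic acid and pantothenate metabolism in HF (−0.044), lysyl hydroxylation with NCG (0.014) and acute inflammatory response in the interaction (−0.0036) reversed. The replicate number as a block gave 1 gene for HF, 254 for H − N against L − N and 5 of the genes that the paper names, oocyte meiosis (0.10) and, in HF, GnRH secretion (−0.050), superoxide anion generation (−0.42) and collagen catabolism (−0.44) became weaker, and p53 signaling in HF (−0.011), antioxidant enzymes in HF (−0.013), retinoic acid and pantothenate metabolism in HF (−0.024) and p53 signaling with NCG (−0.013) reversed. The numbers were 397 for H + N, of which 377 were shared with the 549, 241 for NCG and 535 for L + N. The replicate numbers pair no libraries: of 18 pairs of groups and numbers, 3 had a correlation above 0.1, in a range of −0.32 to 0.28.

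Without the threshold on the fold change, the numbers were 1223 for H + N, 8 for HF, 1116 for NCG, 809 for H − N and 1474 for L + N. DESeq2 on all 12 libraries gave 1000 for H + N, 306 for HF, 938 for H − N, 26 for H + N against H − N, 184 for the interaction and 15 of the genes that the paper names, and AKT2 reversed (−0.0082), while NCG (362) and L + N (898) stayed within 1.5 times. The edgeR test on the compared libraries alone, with 4 residual degrees of freedom for 2 groups, gave 87 for H + N, 0 for HF, 3 for H − N and 4 of the genes that the paper names, and AKT2 reversed (−0.020), while NCG and L + N (537) stayed within 1.5 times. DESeq2 on the compared libraries alone gave 837 for H + N, 199 for HF, 746 for H − N, 941 for L + N and 51 for H + N against H − N, with NCG (300) within 1.5 times. With unadjusted p-values in that test the numbers were 1325 for H + N, 583 for HF, 552 for NCG, 1288 for H − N, 1286 for L + N and 328 for H + N against H − N.

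With a correlation estimated per list, 0 of the 15 lists and 0 marker lists passed for H + N against L − N, with the medians unchanged by construction (cell cycle 0.24, oocyte meiosis 0.10, DNA replication and mitosis 0.97), and with fry 0 marker lists passed.

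Over the fits that each left out 1 library, medians that changed sign ran for H + N against L − N from −0.12 (without H + N replicate 3) to 0.16 (without L − N replicate 2) in p53 signaling, from −0.10 (without L − N replicate 3) to 0.069 (without L − N replicate 2) in retinoic acid and pantothenate metabolism, from −0.065 (without H + N replicate 3) to 0.55 (without H + N replicate 1) in cholesterol synthesis and from −0.16 (without H + N replicate 3) to 0.29 (without H + N replicate 2) in lysyl hydroxylation. For HF they ran from −0.057 (without L − N replicate 1) to 0.055 (without L − N replicate 2) in p53 signaling, from −0.046 (without H + N replicate 3) to 0.038 (without L − N replicate 2) in antioxidant enzymes and from −0.018 (without L + N replicate 3) to 0.20 (without L − N replicate 3) in acute inflammatory response. For NCG they ran from −0.064 (without H + N replicate 3) to 0.061 (without L − N replicate 2) in p53 signaling, from −0.043 (without H + N replicate 2) to 0.032 (without H − N replicate 1) in GnRH secretion, from −0.089 (without L − N replicate 1) to 0.075 (without H − N replicate 3) in retinoic acid and pantothenate metabolism and from −0.19 (without H + N replicate 3) to 0.10 (without H + N replicate 2) in lysyl hydroxylation. For the interaction they ran from −0.21 (without H + N replicate 3) to 0.038 (without L − N replicate 3) in acute inflammatory response, from −0.077 (without L − N replicate 2) to 0.15 (without H − N replicate 3) in p53 signaling and from −0.10 (without H + N replicate 3) to 0.36 (without H − N replicate 3) in collagen catabolism. AKT2 ran from −0.032 (without H + N replicate 2) to 0.048 (without L − N replicate 1) and PLOD1 from −0.21 (without H + N replicate 3) to 0.27 (without H + N replicate 2). Oocyte meiosis ran from 0.053 (without H + N replicate 3) to 0.14 and PI3K-Akt signaling from −0.16 (without H + N replicate 3) to −0.057. The differentially expressed genes in a pathway numbered 0 (without L − N replicate 3) to 8 for p53 signaling, 11 for oocyte meiosis, 10 (without L − N replicate 1) for GnRH secretion, 19 for the cell cycle and 48 for DNA replication and mitosis, and 0 (without H + N replicate 1) to 19 (without L − N replicate 1) for PI3K-Akt signaling.

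For the principal components, all 12 libraries gave a share between groups of 42.8%, the 500 most variable genes 39.6%, unit variance 38.2%, a prior count of 0.5 39.2%, RLE 39.9% and variance-stabilized values 43.0%. The alternatives for a table of normalized values were not run, because the table holds counts, and the interaction has no fit on compared libraries alone.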

Differences from the paper's values

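All tests in this part that use unadjusted p-values were chosen only after the result was seen. For the alternatives, those set before the data were examined are named first.

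The paper gives 766 upregulated genes for H + N against L − N, where 352 were found here. Of the alternatives set before the data were examined, the adjusted p-value alone (661) and DESeq2 on all 12 libraries (595) came within 1.5 times of it, and the others did not. The paper gives 559 downregulated genes, where 197 were found here. The adjusted p-value alone (562), the fit without L − N replicate 1 (493) and DESeq2 on all 12 libraries (405) came within 1.5 times of it, and the other alternatives set before the data were examined did not. DESeq2 on the compared libraries alone with unadjusted p-values, chosen after seeing the values, gave 766 and 559. It was one of 40 combinations of fit, comparison and threshold tried. Of these, 1 equaled the pair of counts in the paper's text and 2 came within 5 of a pair read by eye from its figure. Those 2 used the same fit and threshold, for H − N against L − N and for H + N against H − N. It is not known to be the authors' setting.

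For LF against HF, the paper shows about 560 upregulated and about 730 downregulated genes in Fig. 6B, read by eye, where 1 and 3 were found here for both diets pooled over NCG. None of the alternatives set before the data were examined came within 1.5 times of either, and the setting with unadjusted p-values, chosen after seeing the values, gave 208 and 375 and did not either. Read as H − N against L − N, the numbers here were 137 and 309. For the upregulated genes the fit without L − N replicate 1 (441) closed the gap and the other alternatives did not, and for the downregulated genes the adjusted p-value alone (569), the fit without L − N replicate 1 (679) and DESeq2 on all 12 libraries (583) did. The setting with unadjusted p-values, chosen after seeing the values, gave 558 and 730.

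For NCG, the paper shows about 170 upregulated and about 160 downregulated genes in Fig. 6B, read by eye, where 256 and 20 were found here. For the upregulated genes, 13 of the 20 alternatives set before the data were examined came within 1.5 times. They were no filter (244), 10 counts in every library (235), the replicate block (229), edgeR (183) and DESeq2 (249) on the compared libraries alone, and the fits without L − N replicate 1 (234), L − N replicate 3 (177), L + N replicate 1 (246), L + N replicate 2 (150), L + N replicate 3 (217), H − N replicate 1 (143), H − N replicate 2 (248) and H + N replicate 1 (184). For the downregulated genes none did. The setting with unadjusted p-values, chosen after seeing the values, gave 398 and 154, which closes the gap for the downregulated genes only. Read as H + N against H − N, the numbers here were 0 and 0, with 1331 genes at an unadjusted p-value under 0.05, and none of the alternatives set before the data were examined closed the gap. The setting with unadjusted p-values, chosen after seeing the values, gave 165 upregulated genes and also came within 1.5 times of the downregulated ones.

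The rich factor, the share of a pathway's genes that were differentially expressed, was about 0.24 for p53 signaling in Fig. 6E of the paper, read by eye, and 0.149 here. Of the alternatives set before the data were examined, the adjusted p-value alone (0.269) and DESeq2 on all 12 libraries (0.194) closed the gap, and the others did not. For PI3K-Akt signaling it was about 0.093 in Fig. 6E, read by eye, and 0.0381 here, and the adjusted p-value alone (0.0830), the fit without L − N replicate 1 (0.0657) and DESeq2 on all 12 libraries (0.0822) closed the gap. For GnRH secretion it was about 0.14 in Fig. 6E, read by eye, and 0.0517 here, and the adjusted p-value alone (0.103), the fit without L − N replicate 1 (0.169) and DESeq2 on all 12 libraries (0.103) closed it. With unadjusted p-values, a setting chosen after seeing the values, the factors were 0.239, 0.0966 and 0.141.

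The paper counts the PI3K-Akt pathway, GnRH secretion and oocyte meiosis among the leading pathways of H + N against L − N. Here PI3K-Akt (11 of 289 genes, 10.3 expected) and GnRH secretion (3 of 58 genes, 2.07 expected) were not over-represented by Fisher's exact test, and oocyte meiosis did not pass over the 330 pathways (adjusted p = 0.124 by Fisher's exact test), but passed over the 15 lists (adjusted p = 0.00338 by Fisher's exact test). Without L − N replicate 1, GnRH secretion passed over the 15 lists (adjusted p = 0.0137 by Fisher's exact test). With unadjusted p-values in DESeq2, chosen after seeing the values, 4 pathways passed, p53 signaling with 16 of 67 genes (adjusted p = 0.0027 by Fisher's exact test) and ECM-receptor interaction with 19 of 82 (adjusted p = 0.00189 by Fisher's exact test) among them, but not PI3K-Akt signaling with 31 of 321 (adjusted p = 0.914), GnRH secretion (adjusted p = 0.683), oocyte meiosis (adjusted p = 0.195) or the cell cycle (adjusted p = 0.124).

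The paper names superoxide anion generation, the MAPK cascade and cholesterol metabolism as enriched for fiber, and acute inflammatory response, collagen metabolism and cell adhesion for NCG. None of these terms passed Fisher's exact test here with edgeR's genes. Tested as whole lists, superoxide anion generation passed for HF against LF (limma's camera, adjusted p = 0.0471), also with fry (adjusted p = 0.0490), and in 1 of the 12 fits that each left out 1 library. It also passed for H − N against L − N (limma's camera, adjusted p = 0.0393), and the cholesterol synthesis list passed for HF against LF (limma's camera, adjusted p = 0.000196) but not with fry. Acute inflammatory response passed for H + N against H − N (limma's camera, adjusted p = 0.0432) but not with fry, and did not pass for NCG over both diets with camera, but did with the replicate number as a block and without L + N replicate 1, H − N replicate 1 or H − N replicate 2, and collagen catabolism did not pass for NCG under any alternative. With unadjusted p-values in DESeq2, chosen after seeing the values, 30 terms passed for H − N against L − N, among them cholesterol catabolic process (5 of 7 genes, adjusted p = 0.0170 by Fisher's exact test) and immune system process (14 of 64 genes, adjusted p = 0.0285 by Fisher's exact test), but not superoxide anion generation (adjusted p = 0.245) or cholesterol metabolic process (adjusted p = 0.278). For H + N against H − N 4 terms passed, among them collagen catabolic process (6 of 19 genes) and cell adhesion (17 of 226 genes), both with an adjusted p of 0.00155 by Fisher's exact test.

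The paper gives FGFR3, PDGFD, COL1A1, COL4A5, IFNA1, TNN, GNB3, FGF1 and DDIT4 among the genes of the PI3K-Akt pathway that go with metabolites or serum values, and they were not differentially expressed here between H + N and L − N, DDIT4 by its fold change alone. DESeq2 on all 12 libraries, an alternative set before the data were examined, called FGFR3, PDGFD, COL1A1, COL4A5, GNB3 and DDIT4, and not IFNA1, TNN or FGF1. Over all alternatives, edgeR's included, the adjusted p of FGFR3 was under the threshold also without L − N replicate 1 or H − N replicate 3, that of PDGFD and TNN without H − N replicate 3, and that of COL4A5 without L − N replicate 1 or H + N replicate 2. DDIT4 passed both thresholds with RLE (−1.01), in edgeR on the compared libraries alone (−1.02), and without L − N replicate 3 (−1.06), H + N replicate 2 (−1.03) or any 1 of the L + N libraries (−1.01). The paper states a clear separation of L − N, H − N and H + N, and on the first component H − N (22.1 to 34.0) and H + N (15.8 to 30.2) overlapped here.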

Other observations

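The splits of the libraries, the marker lists and the relation of the reported correlations to the group difference were chosen beforehand. The tests that use unadjusted p-values, and the list of immediate early and stress genes, were chosen only after the result was seen.

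For each comparison, the libraries were also split in other ways. Of the 10 splits of the 6 libraries, only the real one gave as many differentially expressed genes for H + N, H − N or L + N against L − N (1 of 10 for each, with at most 0, 2 and 0 genes in another split), which is the smallest share that 3 libraries against 3 allow. For H + N against H − N, 10 of 10 splits gave as many as the real 0, with at most 1 gene in another split and 1331 genes at an unadjusted p-value under 0.05 in the real one. For H + N against L − N, 1 of 10 splits also gave as large a shift of DNA replication and mitosis, as many gene lists past the threshold (5 at most in another split, 7 in the real one) and as many of the genes that the paper names (0 at most in another split, 9 in the real one). Of 100 regroupings of the 12 libraries, 4 gave as many genes as HF against LF (225 at most in another), 1 as many as NCG (158 at most in another) and 100 as many as the interaction, which had 0 and 1967 at an unadjusted p-value under 0.05. As large a shift of DNA replication and mitosis came up in 48 of 100 for HF and 1 of 100 for NCG. As many gene lists passed in 4 of 100 for HF and 52 of 100 for NCG, and as many marker lists in 91 of 100 for HF, where 2 passed. For NCG 0 marker lists passed, which all of the 100 regroupings reach by construction. For the separation of L − N, H − N and H + N, 3 of 280 regroupings gave as large a share between groups.

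With DESeq2 on the compared libraries alone and unadjusted p-values, H + N against L − N gave 1325 genes, and 1 of the 10 splits gave as many, while another split reached 766. H − N against L − N gave 1288 genes (1 of 10 splits, 878 at most in another), and H + N against H − N gave 328 genes, which 4 of the 10 splits reached, with 563 at most in another. Of the 1325 genes, 36.8% had an adjusted p-value above the threshold in the same DESeq2 test.

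A hypothesis was set against the reported correlations of PI3K-Akt genes with metabolites. Where libraries of 2 groups are pooled, any gene and metabolite that both differ between the groups correlate. Across the 27 genes, the number of reported correlations of a gene rose with the percent of its variance that lies between H + N and L − N (Spearman correlation 0.806, permutation p = 1e-05, the smallest that 100000 permutations can give). That percent was 47.4 for LPAR3 and 97.1 for DDIT4, with a median of 70.1. The paper took its top 20 differential metabolites, so such a rise was likely in advance and is weak as a test of the hypothesis. The permutation also treated the 27 genes as independent, though they were measured in the same libraries. The reported correlations may hold a share of the group difference and little on the relation within a group.

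The lists that are reported nowhere else had the following medians of the log2 fold change for H + N against L − N. Antioxidant enzymes had −0.21 (limma's camera, adjusted p = 0.00214, 36 genes), and for NCG their median was −0.22 (limma's camera, adjusted p = 0.000475). Both also passed with fry. Neither passed in camera with a correlation estimated per list (adjusted p = 0.169 for H + N against L − N and 0.235 for NCG). Collagen catabolism had −0.71 (limma's camera, adjusted p = 0.0385), superoxide anion generation −0.32 (adjusted p = 0.0873), p53 signaling 0.07 (adjusted p = 0.912), cholesterol synthesis 0.39 (adjusted p = 0.327), acute inflammatory response −0.30 (adjusted p = 0.119), retinoic acid and pantothenate metabolism −0.01 (adjusted p = 0.708) and lysyl hydroxylation and collagen crosslinking 0.14 (adjusted p = 0.727). Of the 36 antioxidant genes, 4 were differentially expressed, all lower in H + N, and are named here after their values were seen: SOD3 −1.79 (edgeR's adjusted p = 0.0264), GPX3 −2.65 (edgeR's adjusted p = 0.0232), SRXN1 −1.14 (edgeR's adjusted p = 0.0218) and HMOX1 −1.73 (edgeR's adjusted p = 0.0225). Of the 12 fits that each left out 1 library, HMOX1 passed in 8 and the others in 9. The 3 antioxidant genes chosen before did not pass: SOD1, which overlaps SCAF4 on the opposite strand, had −0.32 (edgeR's adjusted p = 0.110), SOD2 −0.57 (edgeR's adjusted p = 0.264) and CAT −0.16 (edgeR's adjusted p = 0.630). Single libraries moved several of the list values. Without H + N replicate 3, p53 signaling had −0.12, cholesterol synthesis −0.065 and lysyl hydroxylation −0.16, and without L − N replicate 2 retinoic acid and pantothenate metabolism had 0.069. Without H + N replicate 2, superoxide anion generation had −0.48, without H + N replicate 1 acute inflammatory response had −0.19, and collagen catabolism did not pass in 3 of the 6 fits that each left out 1 library of these groups, with −0.50 without L − N replicate 2.

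Among the marker lists, stroma (12 genes tested, 4 of them in another list and 1 of them named by the paper; COL3A1 at 10661 CPM in L − N and 20239 in H + N) had a median of 0.29 in H + N against L − N (limma's camera, adjusted p = 0.280), T and NK cells (11 genes tested; CD2 at 22.8 and 23.8 CPM) 0.20 (adjusted p = 0.275), B and plasma cells (10 genes tested, 1 of them in another list; JCHAIN at 499 and 287 CPM) −0.30 (adjusted p = 0.705), placenta and trophoblast (11 genes tested, 1 of them in another list; GATA2 at 96.2 and 153 CPM) 0.21 (adjusted p = 0.181) and steroidogenic cells of the ovary (6 genes tested; FOXL2 at 5.32 and 9.78 CPM) 0.30 (adjusted p = 0.477). Luminal and glandular epithelium had 0.03 (adjusted p = 0.807), neutrophils −2.19, or −1.54 with genes at the floor set to their bound (adjusted p = 0.302), and erythroid cells −1.02 (adjusted p = 0.280). Smooth muscle did not pass in H + N (limma's camera, adjusted p = 0.0523), with medians from −1.30 without L − N replicate 2 to 0.04 without L − N replicate 1. It passed in H − N (adjusted p = 0.00192 by camera) and L + N (adjusted p = 0.00174) against L − N. In H + N without L − N replicate 2, T and NK cells had 0.89, placenta and trophoblast 0.56, and ovary 0.13. Without L − N replicate 1, T and NK cells had −0.07 and placenta and trophoblast −0.04, so that both changed sign. B and plasma cells had −0.06 without H + N replicate 1. Luminal and glandular epithelium had −0.16 without L − N replicate 3, erythroid cells −0.50 without L − N replicate 1, stroma 0.44 and B and plasma cells −0.69 without H + N replicate 2, and neutrophils −3.32 without H + N replicate 3.

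Among the genes with the smallest adjusted p-values for the interaction, none of which passed, NBL1 had 1.91, MAFF 1.98 and C1QTNF5 1.73 (edgeR's adjusted p = 0.182), and BPI −3.46, TSPAN8 −2.80 and DNAAF4 −1.56 (edgeR's adjusted p = 0.209). For HF against LF, RGS5 had −0.88 with an adjusted p of 0.0343 by edgeR, and NTRK2 1.27 and SH3BGRL2 0.83 with 0.0520. For NCG, C16H5orf42 had 0.81 and DDIT4 −0.56, with an adjusted p of 0.00578 by edgeR.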
